# Longitudinal monitoring of type 1 diabetes progression to disease onset

**DOI:** 10.1126/sciadv.adw8946

**Published:** 2026-01-28

**Authors:** Jessica L. King, Jyotirmoy Roy, Russell R. Urie, Elizabeth Bealer, Kelly Crumley, Laila Rad, Scott A. Soleimanpour, Lonnie D. Shea

## Abstract

Preventing autoimmune type 1 diabetes (T1D) necessitates improved monitoring for disease progression before symptom onset. Current diagnostic methods assess circulating autoantibodies, C-peptide levels, or dysglycemia, yet these approaches fail to identify β cell destruction preceding glucose dysregulation. Here, a subcutaneous microporous scaffold is used as an immunological niche (IN), which provides a nonvital accessible tissue reflecting many immune changes occurring in the pancreas. Sequencing analysis of the IN successfully delineates at-risk from nonrisk groups, as well as disease progressors from nonprogressors at 6 weeks of age in the nonobese diabetic mouse model. Within progressors, we identify disease 5 to 7 weeks before disease onset. Collectively, disease occurring in a poorly accessible site can be identified early by sampling a distant nonvital tissue, indicating the systemic nature of the disease and informing the timing of disease modifying therapies to halt or delay the progression of T1D.

## INTRODUCTION

Type 1 diabetes (T1D) is a chronic autoimmune disease that results in destruction of the pancreatic β cells, leading to hyperglycemia and the need for exogenous insulin therapy. Incidence of T1D is on the rise, with an estimated global population exceeding 13.5 million by 2040 (*1*). Current therapy requires daily administration of exogenous insulin, which comes with a heavy burden of care and does not alleviate the risk of long-term complications. Advancements in cell replacement therapies have enabled allogeneic pancreatic islet cell transplants from cadaveric donors and clinical trials of human pluripotent stem cell–derived islet transplants (*2*–*4*). However, in both cases, transplants require immunosuppression to prevent graft rejection and are at risk of the same β cell targeting by immune cells that destroyed the native cells (*5*, *6*). Hence, therapies to prevent or delay T1D onset are needed to preserve function without the risks of recurrent autoimmunity present with replacement therapies.

Recently, immunotherapies have been applied to attenuate the autoimmune response and prevent native β cell loss before clinical diagnosis of T1D, which could prevent or delay the need for long-term insulin use or cell replacement therapy. Autoantibodies have been identified that indicate an autoimmune response to the native β cells and denote a risk status for T1D progression (*7*, *8*). Autoantibody screening has been advocated to inform risk status and decrease the likelihood of life-threatening events at the time of symptom onset (*9*); however, autoantibodies do not convey time proximity to symptom onset, and that time is variable within the autoantibody-positive population (*10*). Lack of time specificity with autoantibody screening is additionally challenging, as autoantibody positivity is used as an indicator in administration of immunotherapies that have variable efficacy based on timing of delivery (*11*). One such treatment, the US Food and Drug Administration–approved teplizumab, an anti-CD3 monoclonal antibody, has shown efficacy in delaying disease progression in patients with stage 2 and stage 3 T1D, defined as two or more autoantibody positive and dysglycemia indicated by a glucose tolerance test (*12*–*14*). Dysglycemia is a result of β cell stress and destruction, so at the time of treatment, there has already been a loss to the β cell mass. Hence, a monitoring approach that can identify proximity to disease without relying on dysglycemia could increase the preservation of β cell mass.

In these studies, we sought to identify transcriptomic changes in an immunological niche (IN) that denote disease risk and status before functional loss. The IN consists of a subcutaneously implanted microporous poly(e-caprolactone) (PCL) scaffold into nonobese diabetic NOD/ShiltJ (NOD) and nonobese diabetes resistant NOR/LtJ (NOR) mice. The IN has been previously shown to identify transcriptomic changes in models of T1D after symptom onset, cancer, multiple sclerosis, and transplant rejection by capturing phenotypic changes in the immune cells populating the IN over the disease time course (*15*–*17*). In all of these models, the IN provides a retrievable surrogate to monitor disease in a native tissue that is either inaccessible or too fragile for biopsy. In previous studies, we have shown that the IN captures gene expression changes capable of separating healthy from symptomatic disease in the NOD model of T1D (*15*). We also reported that the phenotypes of cells in the IN differ from cells present in circulation, demonstrating the IN’s predictive power in capturing indicators of disease not present in blood (*16*, *17*). Here, we investigate the potential to delineate risk status (NOD versus NOR), eventual progression status (progressors and nonprogressors), and progression time frame via gene signatures derived from analysis of the IN. These signatures offer a method to monitor T1D progression in a manner that does not rely on dysglycemia and have the potential to inform treatment timing to maximize β cell preservation before the clinical onset of T1D.

## RESULTS

### IN enables longitudinal monitoring by repeatable biopsies

We initially investigated disease incidence with weekly IN biopsy in NOD and NOR mice, which could be used to characterize transcriptomic changes in NOD and NOR mice over time. Both strains underwent implants at 4 weeks of age, with weekly explants beginning at 6 weeks of age and terminating at the time of hyperglycemia or 30 weeks of age for NOD and NOR, respectively (Fig. 1A). NOR mice were used as a nondiabetic control in these studies, as they are background matched to NOD at the diabetogenic *H2*^*g7*^ locus without progression to hyperglycemia (Fig. 1B) (*18*). During the course of the study, none of the NOR controls developed hyperglycemia compared to near 50% of the NOD mice (Fig. 1C). While the Jackson Laboratory reports incidence greater than 80% by 30 weeks, disease incidence is highly variable between colonies (*19*). No significant differences, *P* = 0.26 by Mann-Whitney test, were observed between blood glucose levels of NOD mice that did not progress to hyperglycemia and NOR controls (Fig. 1D). 

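Scaffold biopsies (INs) gave 120 bulk RNA sequencing samples: 23 from 5 NOR mice, 39 from NOD nonprogressors and 58 from 10 NOD progressors. The authors prepared total RNA libraries with ribosomal RNA depletion and deposited an estimated (expected) count for each Ensembl gene and library, as whole numbers and without normalization, in 1 table for each sequencing batch. The NOR mice were biopsied at an age of 6, 10, 14, 18 or 22 weeks, with 4 or 5 mice at each age. The nonprogressor samples comprised 11 at 6 weeks of age, 22 at 10 to 22 weeks and 6 that are labelled by days after implantation (31, 38 and 108 days). The progressor samples comprised 10 at 6 weeks of age, 8 at 7 weeks before onset (−7) and 10 at each of −5, −3 and −1 weeks and onset. Batch 1 held 74 samples and batch 2 held 46, and all NOR samples belonged to batch 1. Counts per sample had a median of 29180523 in NOR (8616431 to 56185434), 32763467 in nonprogressors (4722396 to 53078397) and 34961731 in progressors (17195578 to 50788052). In the 18-week sample of NOR mouse 5, 85.7% of the counts fell on a single ribosomal RNA gene, which left 1182821 counts on the genes other than that one and the 7SL genes. Counts of the ribosomal RNA gene varied between 0.392% and 1.04% in the other 3 NOR samples of that age. For comparisons between groups, the counts were scaled by edgeR's TMM method and tested gene by gene with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with sequencing batch as a covariate where a comparison spans both batches. The choice of scaling, the filter on low counts, the batch term and the treatment of repeated biopsies of a mouse could each change the number of genes.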

Samples from all three groups were taken for bulk RNA sequencing, with time points defined by proximity to disease in NOD progressors to account for variation in time of onset between mice. As disease does not define a time point in the NOD nonprogressors and NOR controls (Fig. 1A), samples were chosen spanning the time frame of onset in the progressor group, the earliest incidence being 16 weeks and the latest at 21 weeks of age (Fig. 1B). 

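Genes listed in both tables were corrected for batch with ComBat-seq, which left 30758 genes with a mean corrected count over 0.2. A variance-stabilizing transformation (DESeq2) was then applied, and 9130 genes had a variance divided by mean over 0.01. The variance threshold was read in this way because the axis of Fig. 1E is that ratio. With the threshold placed on the variance itself, 30485 genes passed. Without batch correction 15894 genes passed, with the condition as a covariate in the correction 18221 passed, and with log2 CPM in place of the transformation 30757 passed.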

Data from all samples underwent batch correction and initial filtering, and of the 23,096 genes sequenced, 4593 met our thresholds for average count and variance across samples (Fig. 1E). This filtered gene set was used for all subsequent analyses.

**Fig. 1.**
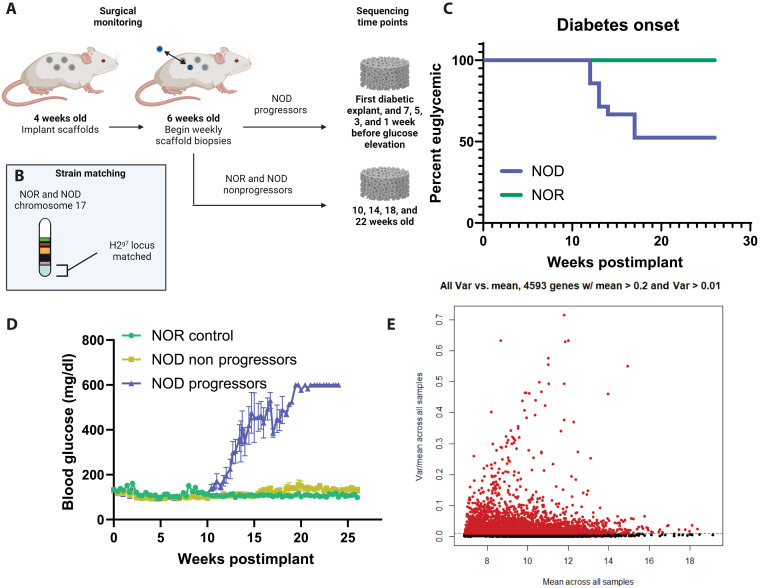
Weekly IN explants enable longitudinal monitoring of NOD and NOR mice. (**A**) NOD (*n* = 21) and NOR (*n* = 9) mice were implanted with INs at 4 weeks old and underwent scaffold biopsy and replacement until the time of hyperglycemia onset (progressors) or 30 weeks of age (nonprogressors and NOR). Scaffolds were selected for sequencing based on proximity to hyperglycemia or age for progressors and nonprogressors and NOR, respectively. (**B**) NOD and NOR mice are background matched at the major histocompatibility complex *H2g7* locus. (**C**) No NOR mice became diabetic, and ~50% of NOD mice developed symptomatic disease during the study. (**D**) Both NOR (*n* = 9) and NOD nonprogressor mice (*n* = 11) maintained stable glucose levels throughout the duration of the study. (**E**) Initial filtering of bulk sequencing data from all groups identified 4593 of the 23,096 sequenced genes above our expression and variance filters for all samples. Var, variance. (A) and (B) created in BioRender. Shea, L. (2025); https://BioRender.com/kwakson. Reproduced from J. L. King (2025) (*53*).

### IN analysis separates all NOD mice from NOR controls regardless of disease progression

We initially analyzed the data to determine whether we can distinguish the healthy mice (NOR) from the mice that are at risk of developing diabetes (NOD). 

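NOR and NOD were first compared within batch 1, where both strains were sequenced, with the biopsies of each mouse summed to 1 library per mouse (5 NOR mice, 5 progressors and 4 nonprogressors). Of 23387 genes tested, 2101 differed at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 906 higher and 1195 lower in NOD. The number depended on the setting, with 403 genes when only the 6-week samples were compared. The majority of lower genes turned over with DESeq2 (1499 higher and 1472 lower) and with each sample entered separately. The latter gave 888 higher and 791 lower in batch 1, and 946 and 903 over both batches. The other alternatives kept a majority of lower genes. The genes with the smallest p-values that were higher in NOD were *Csnk2a3* (log2 fold change 3.63, standard error 0.06, adjusted p = 5.55e-15), *Rbpj-ps3* (4.45) and *Gm4737* (5.04). Those lower in NOD were *9930104L06Rik* (−1.64), *Rps15a-ps7* (−5.22) and *Desi1* (−1.82). Several of these are pseudogenes or copies of other genes, so that reads of a related gene could be split between them in the authors' counting. *Trim12a*, on chromosome 7 from 104299894 to 104315466 (GRCm38), fell by 9.78 on the log2 scale in NOD (standard error 0.26, adjusted p = 9.54e-13), while the nearby *Trim34b* rose by 4.80 (standard error 0.19, adjusted p = 7.8e-11). All 12 gene names that can be read in Fig. 2A differed between the strains, both over all genes tested and adjusted over the list alone, although the study chose these genes on these samples and the count is not independent evidence.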

Following gene filtering, we analyzed this reduced gene set through an elastic net regression to identify the gene set that separates NOD mice from the NOR controls. We identified a 120-gene signature to distinguish NOD from NOR samples at all time points (Fig. 2A), which performed with a receiver operating characteristic (ROC) curve score > 0.9 across 50 iterations of train and test partitioning (Fig. 2B). 

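The elastic net was fitted to all 120 samples with 60% of each group for training, 50 partitions and the mixing parameter of 0.05 that Fig. 2B states. On the filtered and batch-corrected genes, the area under the ROC curve on the test samples was 1 in every partition. It was also 1 in each alternative, including partitions over mice, in which no mouse had samples in both training and test parts. The partitions over mice used 114 samples. They left out the nonprogressor samples labelled by days after implantation, which are not linked to a mouse. A gene entered the signature when it had a nonzero coefficient in over 80% of the partitions, and 216 genes did (210 to 246 in the alternatives). Of the 12 legible names, 10 were among the 216. From the separation by its own signature and the test partitions, the paper states that NOD and NOR samples are distinguished at all time points.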

Principal components analysis (PCA) was performed using this gene set, and we showed that it correctly separates all NOR and NOD samples (Fig. 2C). In addition to separating the two groups, we also ran an elastic net regression on each time point for the NOR samples. 

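On the first principal component of the 216 signature genes, the area under the ROC curve between NOR and NOD samples was 1, so no sample of either strain fell within the range of the other.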

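Over the 23 NOR samples, 1617 of 19628 genes differed between the 5 ages at an adjusted p-value under 0.05 (edgeR's quasi-likelihood F test over the 5 ages). The number depended on the samples included. Without the 18-week sample with most of its counts on a ribosomal RNA gene, 2601 genes passed. The fits that each left out all samples of 1 of the 5 mice, and so had fewer samples, gave 481 to 1488. The smallest adjusted p-values were those of *F5* (3.91e-06), *Naaladl1* (7.22e-06) and *Ptgs1* (7.22e-06). Of the 28 gene names that can be read in Fig. 2D, 24 were tested; 17 of them passed over all genes tested and 22 adjusted over the list alone, a list that the study chose on these samples. A multinomial elastic net on the filtered genes (mixing parameter 0.9) kept 17 genes, of which 4 were among the legible names: *Dgkk*, *Fkbp5*, *Pmp2* and *Rnase2a*. On the first principal component of these 17 genes, the 5 samples at 22 weeks averaged −4.61 ± 1.04 (SD), while the samples at 6 and 10 weeks averaged 1.77 ± 0.245 (SD, n = 4) and 2.25 ± 0.226 (SD, n = 5). The 14-week and 18-week samples lay between them, at 0.543 ± 0.650 (SD, n = 5) and 0.495 ± 1.30 (SD, n = 4). The 17 genes were chosen for age on these same samples, so this order is not independent evidence of a change with age.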

We identified 39 genes (Fig. 2D) that changed over time in the NOR mouse and separate early from late time points (Fig. 2E). Analyzing the NOR group over time served as a control for aging and nondiabetes-related changes on the background. We applied gene set variation analysis (GSVA) to these 39 genes to identify the cellular processes in which they are involved. Compared to the 3384 gene sets in the curated mouse chemical and genetic perturbation gene sets, this analysis identified 13 gene sets related to the time course signature, including gene sets associated with aging and cancer (Fig. 2F) (*20*–*23*). The 39 genes from the NOR time course analysis were filtered out for all subsequent analyses, as their changes do not relate to T1D disease progression. As all subsequent analyses are comparisons between only NOD groups, no genes associated with NOR other than the age-associated genes were filtered to avoid discarding true signals associated with disease progression.

**Fig. 2.**
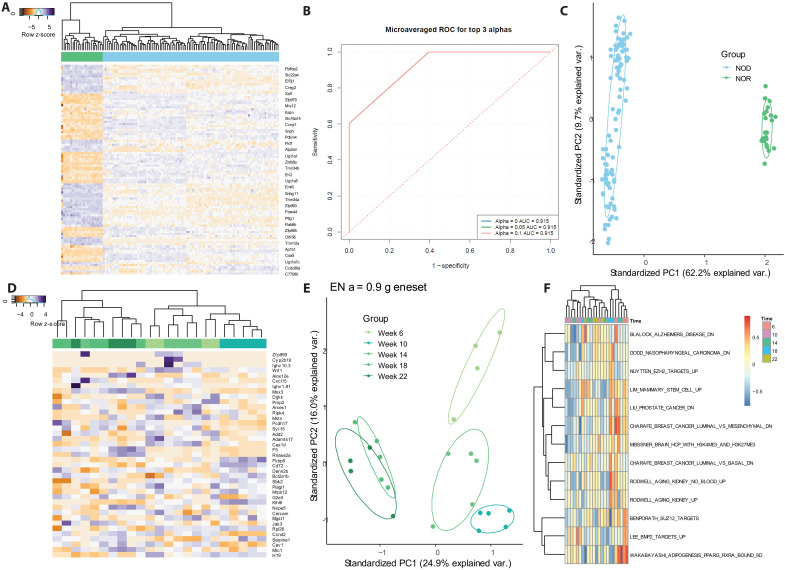
IN analysis separates all NOD mice from NOR controls regardless of disease progression. (**A**) All NOD mice (*n* = 97) are separable from NOR controls (*n* = 23) across time points using a 101-gene signature. (**B**) Group separation has a ROC performance above 0.9 for 50 iterations of train and test data partitioning for fitting the elastic net (EN) model. AUC, area under the curve. (**C**) PCA of the samples using the 101-gene signature shows complete separation of the two groups. (**D**) Samples from NOR mice across six time points identify 39 genes that vary with age. (**E**) PCA of the NOR time signature shows separation of the diabetic and 1 week before onset time points from all earlier time points on PC1 and separation of the earlier three time points on PC2. (**F**) GSVA of the NOR time course signature identified 13 genes from the curated mouse chemical and genetic gene sets that are related to the time course signature. Reproduced from J. L. King (2025) (*53*).

### NOD progressors and nonprogressors are separable as early as 6 weeks of age

We next analyzed the at-risk population to determine the ability to distinguish those that would progress to diabetes from those that would remain normoglycemic. 

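The first comparison used the biopsies taken at 6 weeks of age, 10 from mice that later became hyperglycemic (5 in each batch) and 11 from mice that did not (4 in batch 1 and 7 in batch 2). Every mouse contributed 1 sample, and the batch was a covariate. Of 19082 genes tested, 0 differed at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, and 985 had an unadjusted p under 0.05. In simulated counts with the same library sizes, in which 200 of 18926 genes tested were changed by 1 on the log2 scale, the same test recovered 82.5% of the changed genes. Simulated genes varied independently and had no batch effect, so recovery in the real samples may be lower. No gene passed with DESeq2, without the batch term, within batch 1, within batch 2 or with no filter on low counts, where 502 (batch 2) to 1898 genes (no filter) had an unadjusted p under 0.05.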

Progressors were identified as mice that developed hyperglycemia, defined as two consecutive blood glucose readings above 250 mg/dl, and nonprogressors maintained glucose control throughout the duration of the study (Fig. 1D). 

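Of the 13 genes in Fig. 3A, *Dlx3*, *Padi3*, *Acsm3*, *Yy2*, *Hpgds*, *Gria3*, *Pex26* and *Smad4* had counts high enough to be tested at 6 weeks. *Padi3* had a log2 fold change of 1.34 in progressors (standard error 0.37) and *Dlx3* of 1.31 (standard error 0.45), each with an adjusted p of 0.891 by edgeR's quasi-likelihood test. Across the 8 genes the log2 fold changes ran from −1.24 to 1.34, 4 higher and 4 lower in progressors. None passed over all genes tested, and all 8 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. *Csn2*, which encodes a milk casein, had no count in 5 of the 10 progressor samples and in all 11 nonprogressor samples. *Dlx3* averaged 0.999 ± 0.582 CPM (SD, n = 10) against 0.399 ± 0.506 (SD, n = 11), and *Padi3* averaged 0.850 ± 0.390 (SD, n = 10) against 0.331 ± 0.2501 (SD, n = 11). Within batch 2 the log2 fold changes of *Dlx3* and *Padi3* were 1.69 and 1.24, and within batch 1 they were 0.83 and 1.47. The area under the ROC curve of the first principal component of the 13 genes was 0.991, with 36.0% of their variance on that component. Without batch correction the area was 1. The study picked these genes on the samples they are plotted for. When the 13 genes with the largest standardized difference were picked anew for the grouping by progression and for samples regrouped within batch, the area was 1, the highest possible, in 91 of 100 groupings, the real one included.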

Multiple partitioning of the elastic net regression on the week 6 samples from progressors and nonprogressors identified a 13-gene signature (Fig. 3A) that separated the two groups (Fig. 3B). Current clinical practice for identifying T1D progression in patients is by dysglycemia as indicated by a glucose tolerance test. For NOD mice, an intraperitoneal glucose tolerance test (IPGTT) can be performed to identify dysglycemia at approximately 14 weeks of age (*24*). We performed an IPGTT at 8 weeks, which showed no differences between progressors and nonprogressors that have received IN implants (Fig. 3C), indicating that our gene signature identifies disease before the clinical standard equivalent in mice. Five iterations of train and test partitioning were performed with ROC > 0.8 when comparing progressors and nonprogressors at week 6 (Fig. 3D).

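With the mixing parameter of 0.55 and 5 partitions of Fig. 3D, the median number of genes in the model was 0, and the area under the ROC curve on the test samples was 0.5 in each of them. A model without genes gives 0.5 by construction, and the rule that set the penalty strength was not varied. Over 50 partitions it averaged 0.44 ± 0.131 (SD over partitions). Trained on batch 1 and tested on batch 2, the model reached 0.6, and in the opposite direction 0.4. Samples regrouped within batch gave an area at least as large in 53 of 100 groupings, the real one included. On simulated values of 9000 genes in 21 samples, the procedure gave 0.484 ± 0.11 for noise and 0.972 ± 0.08 when 30 genes were shifted by 2 SD (50 partitions). The simulated genes were independent and the shift was large. The simulation therefore does not show that a smaller difference would have been found. From the separation of the week 6 groups and the glucose tolerance test at 8 weeks, the paper concludes that its signature identifies disease before the clinical standard equivalent in mice.

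**Figure D1:**
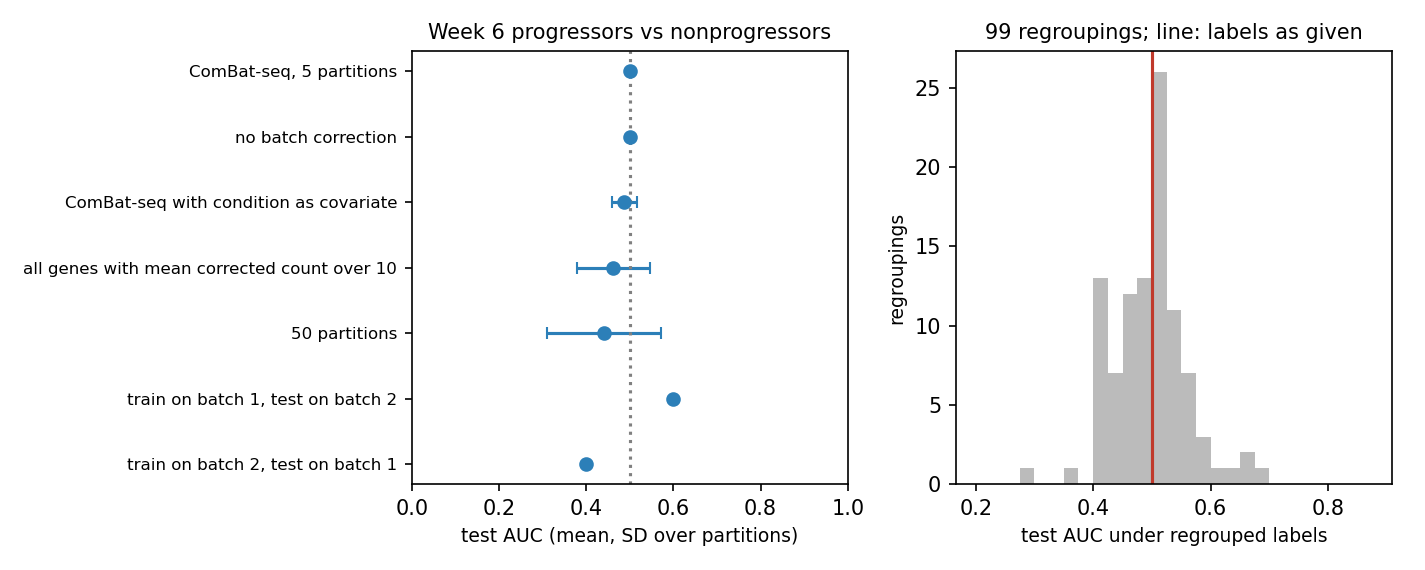
Area under the ROC curve on test samples for progressors against nonprogressors at 6 weeks of age. Left, the mean of each setting with the SD over partitions as bars (the settings that train on 1 batch have 1 partition and no bar) and chance at the dotted line; right, the number of regroupings at each area, with the red line at the 0.5 of the labels as given.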

**Fig. 3.**
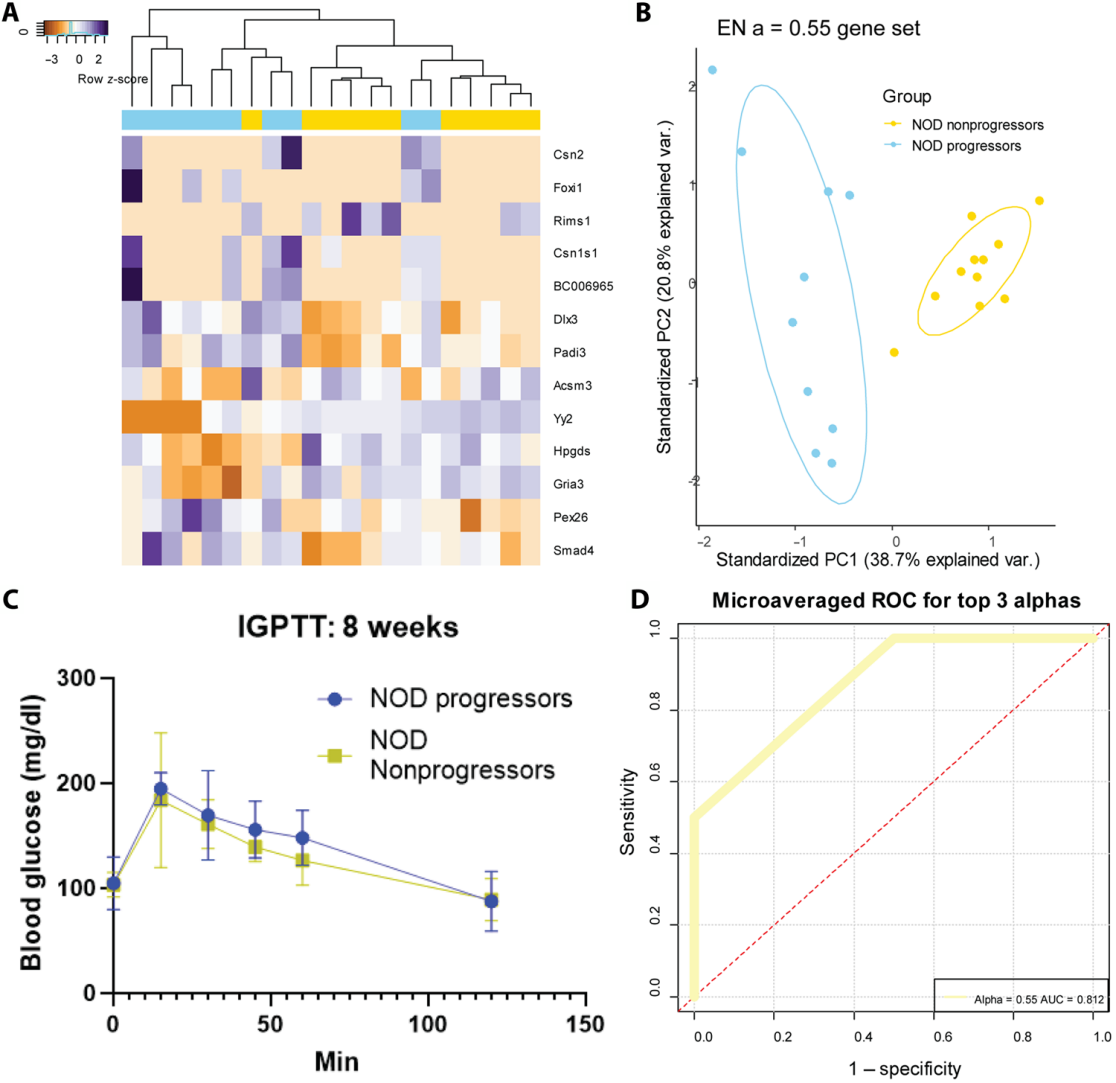
NOD progressors and nonprogressors are separable as early as 6 weeks of age. (**A**) Elastic net regression performed on week 6 samples from NOD progressors (*n* = 10) and NOD nonprogressors (*n* = 11) identified a 13-gene signature. (**B**) PCA of the 13-gene signature results in group separation, with no overlap of the two groups. (**C**) IPGTT of a separate group of progressors and nonprogressors (*n* = 4 per group) showed no significant difference between groups [two-way analysis of variance (ANOVA); *P* = 0.27] in glucose tolerance at 8 weeks of age. (**D**) Five iterations of train and test partitioning validation performed with ROC > 0.8 for alpha = 0.55, showing predictive power not shown by the IPGTT functional test. Reproduced from J. L. King (2025) (*53*).

We next performed train and test validation on week 6 progressors compared to nonprogressors at all time points. 

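The 10 progressor samples at 6 weeks of age were then compared with all 39 nonprogressor samples, with batch as a covariate. Of 20411 genes, 1256 differed at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 821 higher and 435 lower in progressors. The alternative that moved this number most was to leave the 6-week samples out of the nonprogressors, which gave 5244 genes. *Marco*, which encodes a scavenger receptor of macrophages and lies on chromosome 1 from 120474538 to 120505024 (GRCm38), had the smallest p-value (log2 fold change 2.16, standard error 0.40, adjusted p = 0.0135). Among the genes lower in progressors, that of *Dpys* was the smallest (log2 fold change −0.86, standard error 0.16, adjusted p = 0.0135). *Dlk1* had a log2 fold change of 2.39 (standard error 0.52, adjusted p = 0.0155) and *Dlx3* of 1.40 (standard error 0.41, adjusted p = 0.0364). *Padi3*, *Sh3gl3*, *Gnasas1*, *Sox11* and *F2rl1* were also higher, by 1.00 to 1.61, and the largest adjusted p-value among these 5 was 0.0201. *Gnasas1* is antisense to another gene, so its counts depend on whether the authors' counting used the strand. All 8 genes passed over all genes tested and adjusted over the list alone, which is not independent evidence. Age differed as well, because the progressor samples were all 6 weeks old and only 11 of the nonprogressor samples were. Within nonprogressors, *Dlk1* was higher at 6 weeks than at 10 to 22 weeks by 3.67 on the log2 scale (adjusted p = 3.66e-08), and *Marco*, *Gnasas1*, *Sox11* and *Sh3gl3* by 1.10 to 2.18, each past the threshold. *Dlx3*, *Padi3* and *F2rl1* were higher by 0.15, 0.18 and 0.67, with adjusted p-values of 0.854, 0.795 and 0.112. Between the groups at 6 weeks of age alone, all 8 were higher in progressors, by 0.46 to 1.35, with 0 past the threshold over all genes and 6 adjusted over the list alone.

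**Figure D2:**
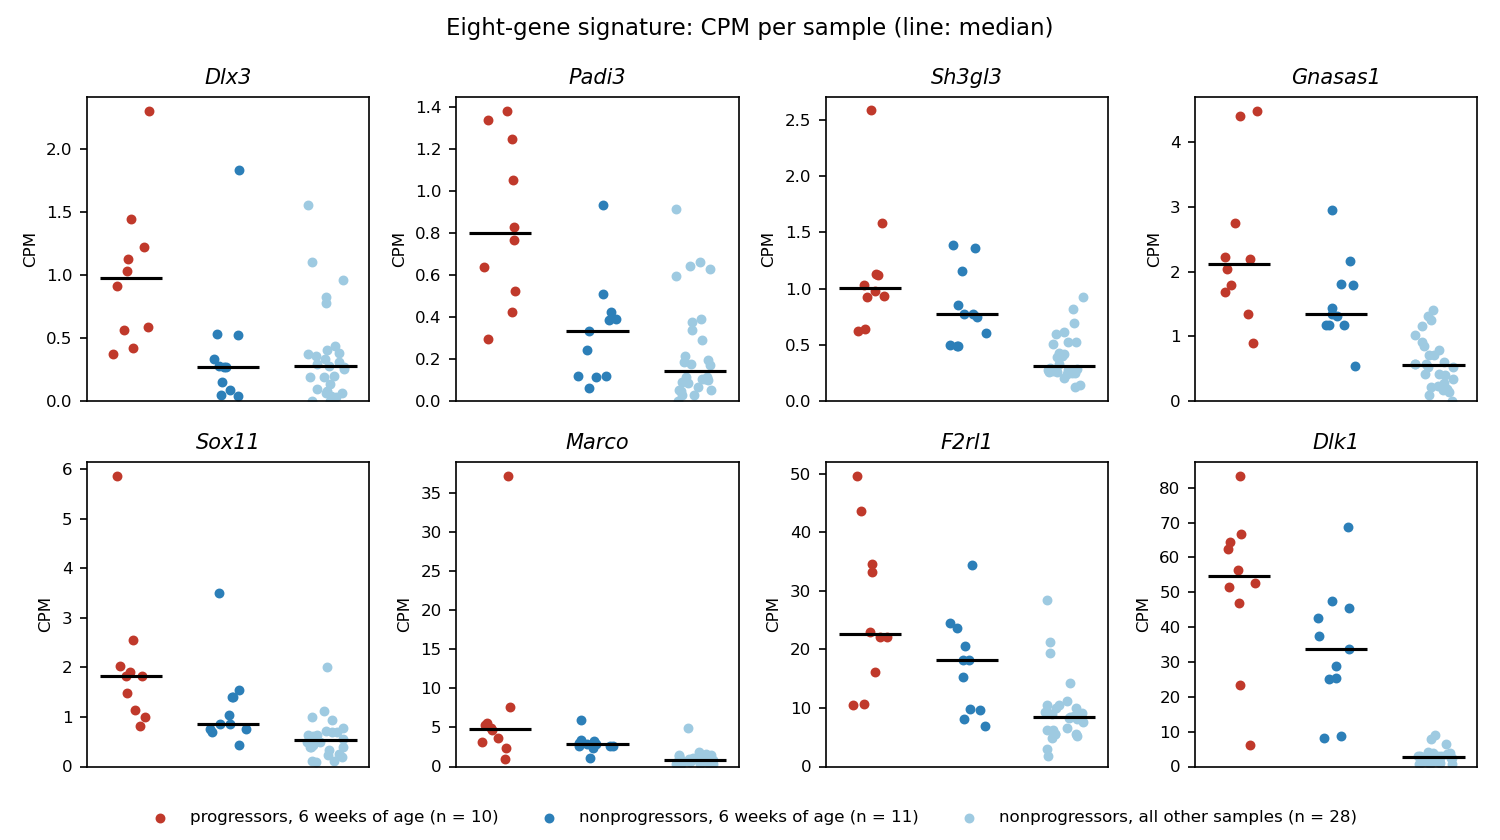
CPM of each of the 8 signature genes per sample, on linear axes from 0, in progressors at 6 weeks of age (n = 10), nonprogressors at 6 weeks (n = 11) and all other nonprogressor samples. Black lines are medians; the median of *Dlk1* is 54.6 in progressors and 33.9 in nonprogressors of the same age.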

We identified an eight-gene signature, *Dlx3*, *Padi3*, *Sh3gl3*, *Gnasas1*, *Sox11*, *Marco*, *F2rl1*, and *Dlk1*, which separates week 6 progressor samples from all nonprogressor time points (Fig. 4, A and C). This signature performs with ROC > 0.8 across 50 train and test iterations (Fig. 4B). 

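With the mixing parameter of 0.8 that Fig. 4B states and 50 partitions, the area under the ROC curve averaged 0.747 ± 0.136 (SD over partitions), from 0.313 to 0.953. In these partitions, biopsies of the same nonprogressor mouse could fall into both training and test parts. With partitions over mice, without the samples not linked to a mouse, the area averaged 0.684 ± 0.131 (SD over partitions). Samples regrouped within batch reached at most 0.665, and only the real grouping reached 0.747 among 100. The regroupings mixed the ages, so they do not set age aside. When the nonprogressors were restricted to their 6-week samples with the same settings, the area was 0.46 ± 0.130. No gene had a nonzero coefficient in over 80% of the partitions, although all 8 of the study's genes entered the model in some of them. The first principal component of the 8 genes carried 59.5% of their variance and gave an area of 0.985 between the groups, on genes that the study chose on these samples. The 8 genes with the largest standardized difference, picked anew, gave an area of 0.938, and 71 of 100 groupings gave one as large with genes picked for their own labels, the real one included.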

We next used a published dataset of single-cell RNA sequencing of immune, mesenchymal, and endothelial components of NOD pancreatic islets to identify which of these signature genes being captured by the IN are present at the pancreas (*25*). Six of the eight signature genes were found in the sequenced cells, *Padi3*, *Sh3gl3*, *Sox11*, *Marco*, *F2rl1*, and *Dlk1*, and *Sox11* was expressed by the greatest number of cells (Fig. 4D). Dot plot analysis shows the highest expression of *Sox11* in endothelial cells at 4 weeks, as well as *Dlk1* in nonspecific lymphoid cells at 8 weeks (Fig. 4E). This analysis indicates that genes that are changing expression levels at the pancreas are also changing within the IN, suggesting that the IN serves as a distal site that can reflect changes occurring in the primary tissue.

**Fig. 4.**
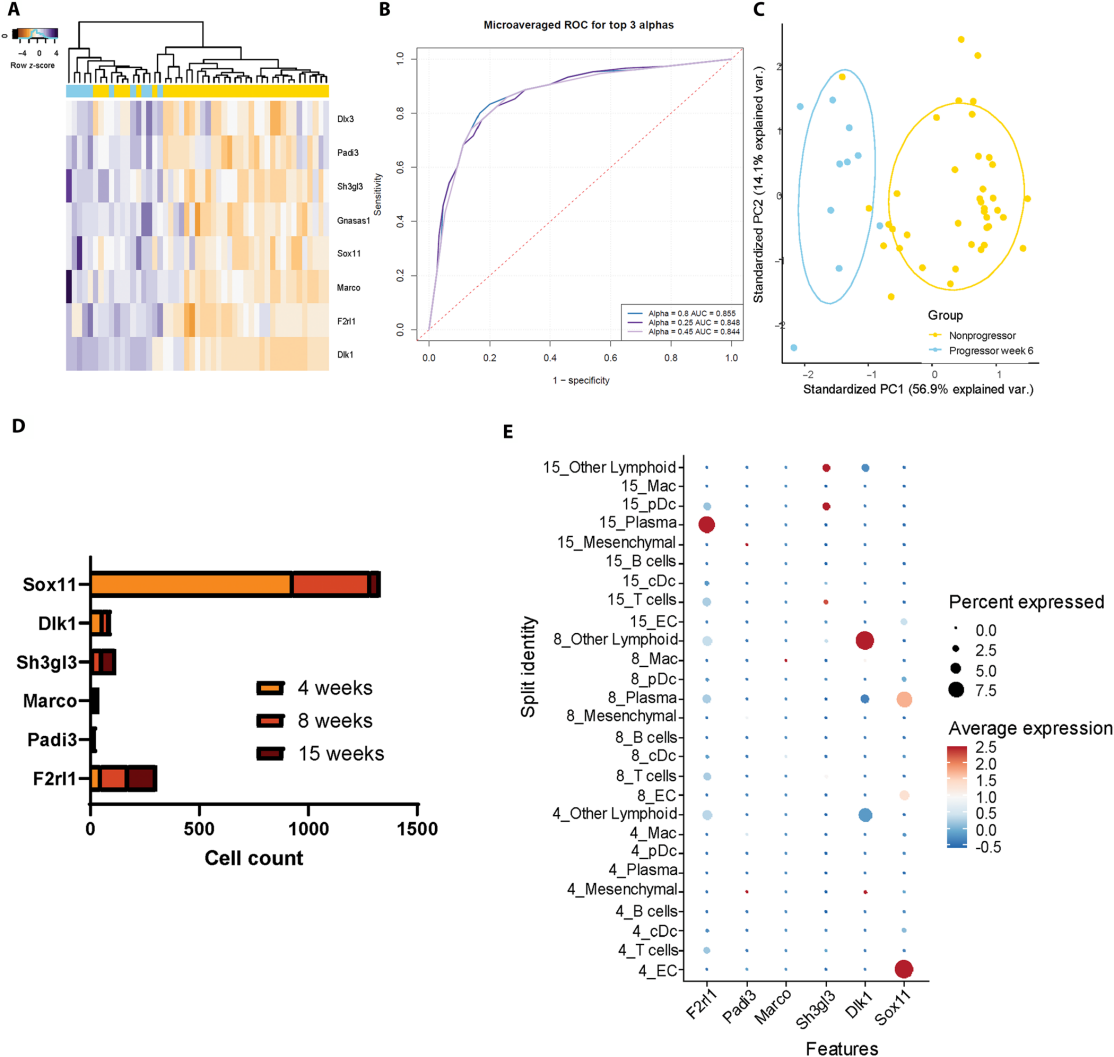
Six-week signature can be applied to all time points in nonprogressors and relates to changes at the pancreas. (**A**) Elastic net regression performed on week 6 samples from NOD progressors (*n* = 10) and NOD nonprogressors from all time points (*n* = 39) identified an eight-gene signature. (**B**) The eight-gene signature performed with ROC > 0.8 across 50 iterations of train and test partitioning validation. (**C**) PCA of the eight-gene signature results in group separation with two false positives, and no overlap of the two groups’ confidence intervals. (**D**) Six of the eight signature genes are present in a single-cell RNA sequencing dataset performed on NOD islets at three time points: 4, 8, and 15 weeks of age. (**E**) A dot plot showing the average expression and percentage of cells expressing the signature genes within endothelial cells (ECs), T cells, classical dendritic cells (cDcs), B cells, mesenchymal cells, plasma cells (Plasma), peripheral dendritic cells (pDcs), macrophages, and cells expressing lymphoid markers not included in the previous phenotypes (Other Lymphoid) identifies up-regulation of *Sox11* in islet EC at week 4, of *Dlk1* in lymphoid cells at week 8, and of *F2rl1* in Plasma at week 15. Reproduced from J. L. King (2025) (*53*).

### IN analysis identifies presymptomatic disease 7 weeks before symptom onset

We next sought to identify changes over time within the mice that would progress to diabetes. 

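For the progressors, all 58 samples entered one model with the time point and the batch as terms, so that all times share an estimate of the spread. Mice 1 to 4 were sequenced in batch 1 except for their −7 samples, which were in batch 2, whereas mice 6, 7, 9 and 10 had all samples in batch 2. Mice 5 and 8 had no −7 sample. All 8 samples of −7 weeks therefore came from batch 2, and every comparison with that time point over both batches rests on how the batches are treated. Between 6 weeks of age and −7 weeks, 2670 of 21279 genes differed at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 1258 higher and 1412 lower at −7 weeks. The smallest p-values were those of *Als2cl* among the genes that rose, by 0.89 on the log2 scale (standard error 0.12, adjusted p = 1.08e-05), and of *Tmem39a* among those that fell, by 0.54 (standard error 0.06, adjusted p = 9.05e-08). With the mouse as a block and the batch term together, 883 genes passed, and within batch 2 alone 4077 passed. The mice were also older at −7 weeks than at 6 weeks of age. In nonprogressors, 5497 of 19414 genes differed between 6 weeks of age and later (edgeR's quasi-likelihood test, adjusted p under 0.05). This comparison therefore does not separate progression from age.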

Elastic net regression with multiple partitioning of all time points normalized to week 6 shows a shift in the groups from early to late times, with samples from symptom onset, 1 week before onset (−1), and 3 weeks before onset (−3) all clustering together (Fig. 5A). 

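Between −7 weeks and the mean of −5, −3 and −1 weeks and onset, 828 genes passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test, 422 higher and 406 lower at the later times. *Col24a1* rose by 1.00 on the log2 scale (standard error 0.18, adjusted p = 0.00205) and *Gm5303*, a processed pseudogene with few counts, fell by 2.80 (standard error 0.48, adjusted p = 0.00205), each with the smallest p-value in its direction. *Tspan7*, with the next smallest among those that fell, did so by 1.30 (standard error 0.23). The share of higher and lower genes depended on the setting. Without the batch term 2157 genes passed (1237 higher and 920 lower), within batch 2 1352 passed (512 and 840) and with no filter on low counts 605 (223 and 382), while with the mouse as a block beside the batch term 0 did (3014 with an unadjusted p under 0.05).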

Seven weeks before onset (−7) and the three latest time points, −3, −1, and time of onset, separated completely. 

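Between −5 weeks and the mean of −3 and −1 weeks and onset, 82 genes passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test, 11 higher and 71 lower at the later times. *Arrdc4* rose by 0.41 on the log2 scale (standard error 0.06, adjusted p = 0.000153), and *Ngp*, which neutrophil precursors express, fell by 3.26 (standard error 0.49, adjusted p = 0.000153). The number was 267 with DESeq2 and 12 with the mouse as a block, and 5 of 50 regroupings of the times within mice gave as many genes as the real times, the real one included.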

Five weeks before (−5) onset spanned the difference between −7 and later time points (Fig. 5A), indicating the −7- to −5-week time frame as a period of transition during disease progression. As a result, we ran an elastic net for the −7 and − 5 time points, identifying a 13-gene signature that separates the two groups: *Amd1*, *Chp1*, *Zfp760*, *Snca*, *Zc3h12a*, *Lipm*, *Lor*, *Adamts3*, *Ccdc85b*, *Erdr1*, *Rbfa*, *Mgat2*, and *H2ac88* (Fig. 5, B and C). 

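Directly between −7 and −5 weeks, 0 of 21279 genes passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test, and 2417 had an unadjusted p under 0.05. DESeq2 called 14 genes, and 1167 passed with the mouse as a block and no batch term, against 0 with both. Of the 13 signature genes, 12 had counts high enough to be tested (*H2ac8* was taken for the paper's *H2ac88*), of which 7 were higher and 5 lower at −5 weeks. *Lipm* rose by 2.36 on the log2 scale from −7 to −5 weeks (standard error 0.94, adjusted p = 0.351) and *Erdr1* by 1.43 (standard error 0.67, adjusted p = 0.416). *Zfp760* and *Rbfa* did not change by more than about their standard errors, with log2 changes of −0.073 and 0.11 over all samples (standard errors 0.12 and 0.10) and of 0.0082 and −0.041 within batch 2 (0.16 and 0.13). In nonprogressor samples, 10 of the 12 genes differed between the 2 sequencing batches at an adjusted p-value under 0.05. The nonprogressor mice of the 2 batches were different animals, so this difference may in part be one between the mice. On values normalized to week 6, the first principal component of the 13 genes gave an area under the ROC curve of 0.65 between −7 and −5 weeks after batch correction, and of 1 without correction. Among the mice with all samples in batch 2 (6, 7, 9 and 10) that area was 1 under both settings, on genes that the study chose on these samples. An elastic net on these samples, with the mixing parameter of 0.85 in Fig. 5C, gave 0.463 ± 0.163 on test samples (SD over 50 partitions), and 48 of 100 regroupings within mice gave an area as large. Of the 13 signature genes, 7 were among the 9130 filtered genes, so the others could not enter this model. With all 19204 genes that had a mean corrected count over 10, the area was 0.422 ± 0.156. The paper reasons from the position of the −5 samples between −7 weeks and the later times that the interval is a period of transition.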

We again used single-cell sequencing data to identify the cell types within the pancreas that are expressing the 13 genes in the progression signature (Fig. 5D) (*25*). We found that 11 of the 13 signature genes are expressed in the immune, endothelial, or mesenchymal cells of NOD islets: *Amd1*, *Chp1*, *Zfp760*, *Snca*, *Zc3h12a*, *Lor*, *Adamts3*, *Ccdc85b*, *Erdr1*, *Rbfa*, and *Mgat2*, with dot plot analysis showing the expression of each gene across cell types and time (Fig. 5E). When analyzing the expression of these genes over time, the number of cells expressing signature genes is greater at the 4- and 8-week time points in comparison to 15 weeks (Fig. 5F). The greatest proportion of signature expressing cells comes from endothelial cells, with appreciable leukocyte populations present for seven genes: *Chp1*, *Rbfa*, *Zc3h12a*, *Mgat2*, *Amd1*, *Ccdc85b*, and *Erdr1* (Fig. 5G).

**Fig. 5.**
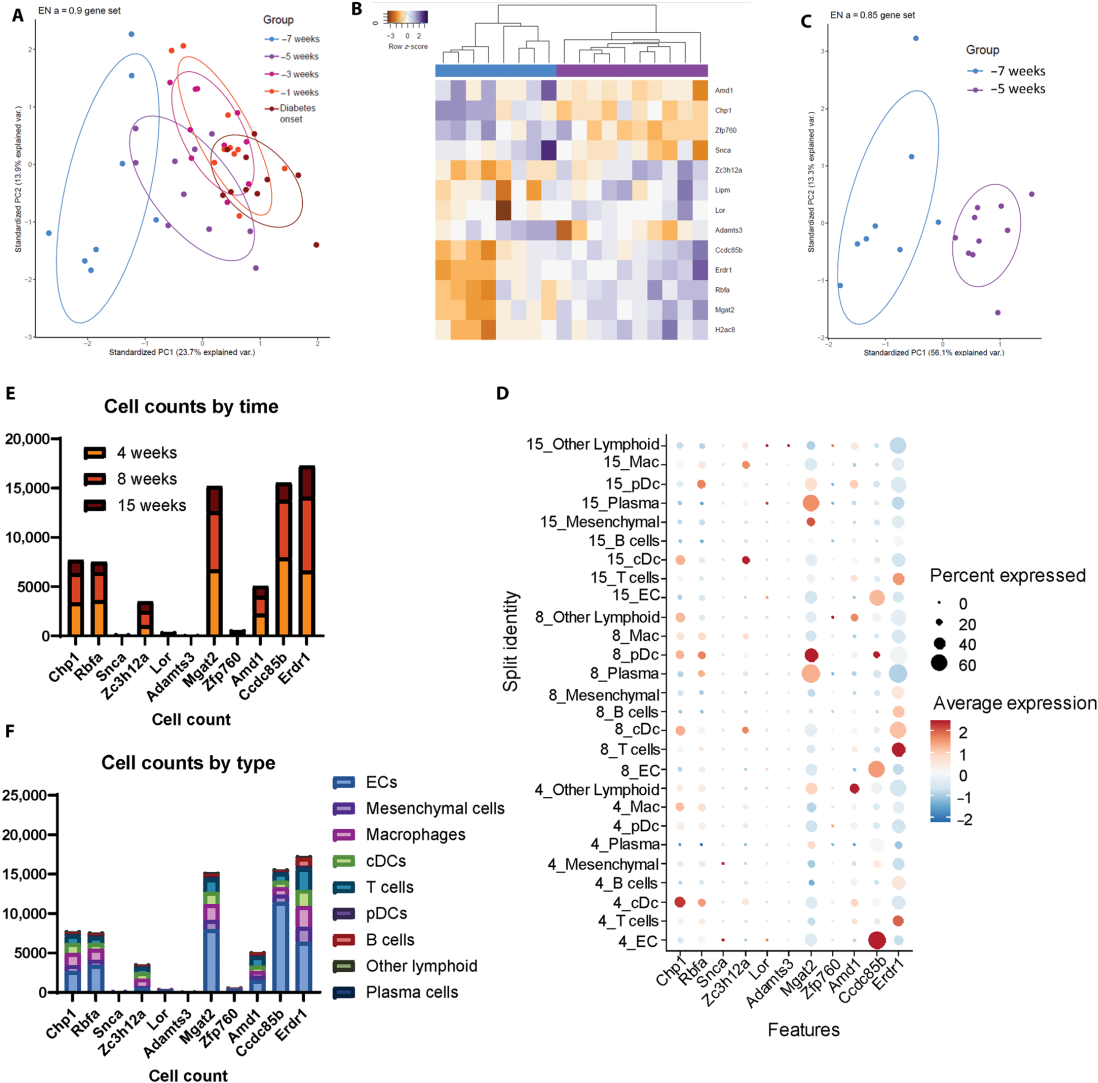
A 13-gene signature separates NOD progressors over time and contains genes found in the NOD pancreas. (**A**) PCA of an elastic net regression run on all NOD progressor time points (*n* = 8 for −7 weeks and *n* = 10 all other groups) normalized to week 6 shows separation between −7 and −3 through onset, with −5 spanning the middle. (**B**) Elastic net regression of −7 versus −5 resulted in a 13-gene signature, and (**C**) PCA shows complete separation of the two groups according to the signature. (**D**) Dot plot analysis of the annotated single-cell data shows that 11 of the 13 genes in the −7 versus −5 signature are expressed within pancreatic islet cells. (**E**) Quantification of the number of cells expressing each signature gene over time shows higher cell counts for signature expressing cells at weeks 4 and 8 compared to week 15 for five genes: *Chp1*, *Rbfa*, *Mgat2*, *Ccdc85b*, and *Erdr1*. (**F**) The number of cells expressing signature genes by cell type shows the greatest number of ECs for all cells expressing signature genes, with appreciable leukocyte populations present for seven genes: *Chp1*, *Rbfa*, *Zc3h12a*, *Mgat2*, *Amd1*, *Ccdc85b*, and *Erdr1*. Adapted from J. L. King (2025) (*53*).

### The −7- to −5-week signature score distinguishes early from late progression

The −7- to −5-week gene signature was used to develop a scoring system for all samples using both a supervised Random Forest (RF) and unsupervised Singular Value Decomposition (SVD). Using these scoring systems, we show that the gene signature score for the −7 to −5 transition separates all later time points from the −7- and 6-week time points (Fig. 6A). 

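A random forest trained on the 13 genes at −7 and −5 weeks, each normalized to the week 6 sample of its mouse, scored every progressor sample, with out-of-bag probabilities for the training samples. In the 8 mice with both time points, the RF score averaged 0.527 ± 0.221 (SD) at −7 weeks and 0.583 ± 0.200 (SD) at −5 weeks. It rose in 4 of 8 mice, by 0.0559 ± 0.165 on average (two-sided exact paired permutation test, p = 0.398). Without batch correction the rise was 0.507 ± 0.336, in 8 of 8 mice (exact p = 0.00781, the smallest that 8 pairs allow). That rise was 0.805 ± 0.0692 in mice 1 to 4 and 0.209 ± 0.144 in mice 6, 7, 9 and 10. From −5 weeks, the score changed by 0.0335 to −3 weeks (permutation p = 0.578), by 0.126 to −1 week (p = 0.00391, higher in 9 of 10 mice) and by 0.0769 to onset (p = 0.316). Scores at −7 and −5 weeks are out-of-bag and the others come from the whole forest, so these changes compare different kinds of prediction. With each mouse scored by a forest trained without it, the change from −5 to −1 weeks was 0.071 (exact permutation p = 0.0312, higher in 9 of 10 mice), and without batch correction it was −0.0109 (p = 0.814, higher in 5 of 10). From −7 to −1 weeks the score rose by 0.177, in 7 of 8 mice (exact p = 0.0391). To −3 weeks and to onset the rise from −7 weeks was 0.0805 and 0.101, in 5 and 6 of 8 mice (exact permutation p = 0.102 and 0.109). The p-values are not adjusted for the 7 pairs of times compared.

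**Figure D3:**
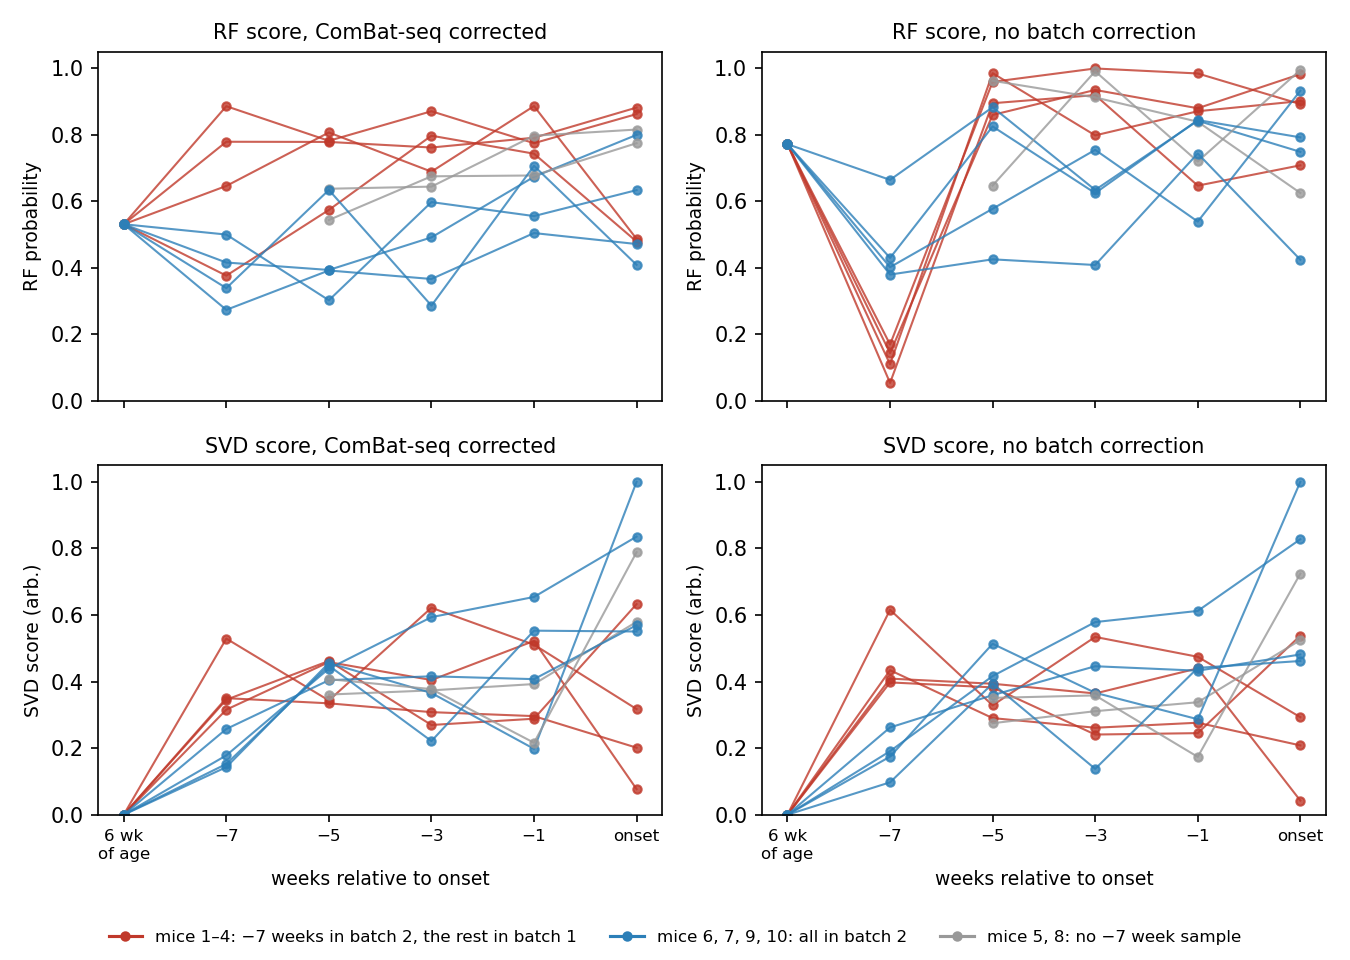
RF score (top) and SVD score (bottom) of each progressor mouse by time relative to onset, with ComBat-seq correction (left) and without batch correction (right). Each line is a mouse, coloured by how its samples fell into the sequencing batches; at −7 weeks without correction the mice 1 to 4 average an RF score of 0.120 and the mice 6, 7, 9 and 10 average 0.469.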

When evaluated on a per mouse basis, the RF scores indicate a significant score increase between −7 and −5 weeks, with no significant changes between −5 weeks relative to disease onset and any later time points (Fig. 6B). SVD indicates a significant change between 6 and −7 weeks relative to disease onset, with no later significant changes (Fig. 6C). Together, the scoring shows both a progression from the initial time point (Fig. 6C), as well as a transitional point in disease progression (Fig. 6B). 

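The SVD score, the first singular vector of the same 13 genes scaled to a maximum of 1, is 0 at 6 weeks of age by construction. It averaged 0.284 ± 0.130 (SD, n = 8) at −7 weeks. Every sample after 6 weeks of age scored above 0 (lowest 0.0769), but the vector was fitted to these same changes from a fixed 0, so no test against 0 is given. The mice were also older at these later times, so a rise from 0 does not separate progression from age. The score averaged 0.418 ± 0.0522 (SD) in the same mice at −5 weeks, a change of 0.134 ± 0.169 with a rise in 6 of 8 mice (two-sided exact paired permutation test, p = 0.0781). From −7 weeks to −3, −1 weeks and onset, the changes were 0.116, 0.145 and 0.239, with exact p-values of 0.0625, 0.102 and 0.148. The rise from −7 to −5 weeks was 0.0145 ± 0.150 in mice 1 to 4 and 0.254 ± 0.0747 in mice 6, 7, 9 and 10 (exact permutation test between the sets, p = 0.0286, the smallest for 4 against 4). With the condition as a covariate in the batch correction, the rise over all 8 mice was 0.177 ± 0.153, in 7 of 8 mice (exact p = 0.0234), and those from −7 to −3 and −1 weeks were 0.159 and 0.191, each in 8 of 8 mice (exact p = 0.00781, the smallest possible), and that to onset was 0.291, in 5 of 8 mice (exact p = 0.0703). Without batch correction the rise from −7 to −5 weeks was 0.0622 ± 0.219, in 4 of 8 mice (exact p = 0.453), and those to −3 and −1 weeks and onset were 0.0436, 0.0785 and 0.159, with exact p-values of 0.57, 0.344 and 0.352.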

When validated through 50 train and test iterations, elastic net regression of −7 weeks versus all later time points performs with ROC > 0.85 (Fig. 6D).

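With a mixing parameter of 0.5 and 50 partitions, the area under the ROC curve for −7 weeks against all later times averaged 0.761 ± 0.137 (SD over partitions). Regroupings of the times within mice reached at most 0.504 in 60 groupings. In mice 1 to 4 only the −7 samples were in batch 2, so these regroupings break the link of time with batch. They therefore do not set batch aside. Within batch 2 the area was 0.753 ± 0.219, with the −7 samples of mice 1 to 4 still normalized to week 6 samples of batch 1. Without normalization to week 6 it was 0.871 ± 0.144, which lay within the spread over partitions. No gene was present in over 80% of the partitions, except 1 without normalization to week 6. From the RF and SVD scores, the paper concludes that disease progresses from the initial time point and passes through a transition.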

**Fig. 6.**
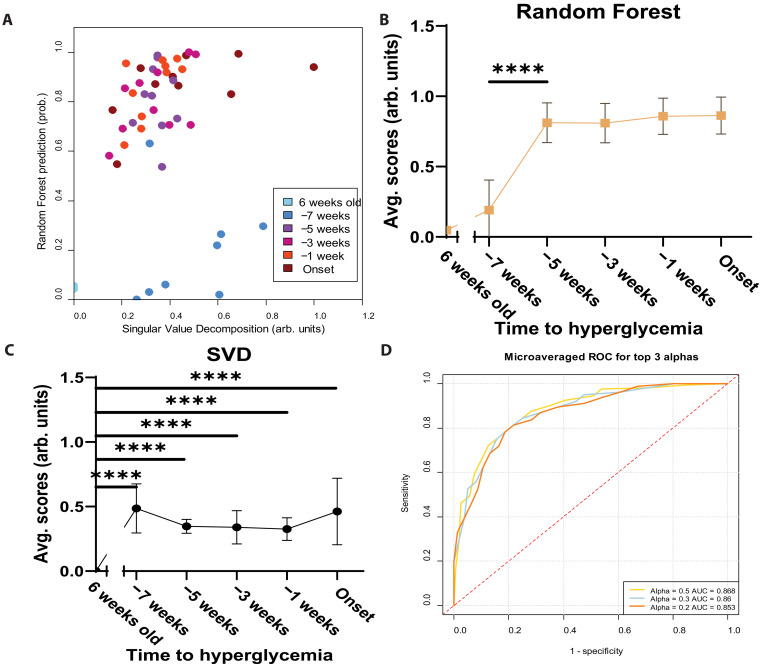
The 13-gene −7- to −5-week signature score separates the −7 time point from all later progressor time points. (**A**) All time points were scored using RF and SVD according to the 13-gene signature, showing separation of −7 and 6 weeks from the later time points. arb., arbitrary. prob., probability. (**B**) The RF scores on a per mouse basis show significant difference between −7 and −5 (*P* < 0.0001), and no significant difference between −5 and later times. Avg., average. (**C**) SVD per mouse shows a significant difference between 6 weeks and all later time points (*P* < 0.0001), and no significant difference between −7 and later time points. (**D**) Train and test partition validation of −7 versus all later time points performed with ROC > 0.85 for 50 iterations. Adapted from J. L. King (2025) (*53*).

## DISCUSSION

Advancements in immunotherapies for T1D have highlighted the lack of monitoring tools to identify disease progression before functional β cell loss. Autoantibodies have utility as a screening tool when identifying candidates for immunotherapies, yet there is wide variability in time to disease progression within autoantibody-positive groups (*10*). Efforts have been made to identify other blood-based indicators for T1D, with success in identifying biomarkers of disease development independent of autoantibody presence (*26*). However, these antibody independent biomarkers are similar to the antibody biomarkers in that they predict the risk of eventual disease state and do not demonstrate disease changes over time. Another approach has been to identify the presence of diabetogenic T cells as lagging indicators of T1D progression (*27*), yet this strategy does not account for the role of the innate immune response and insulitis that prompts β cell targeting and promotes T cell activation and would thus be an early indicator of T1D progression (*28*–*30*). The IN offers a distinct approach by focusing on cell infiltration of a tissue surrogate, which reflects phenotypes associated with the tissue that can substantially differ from phenotypes in circulation. The IN has been shown to capture disease-associated changes in models of T1D, experimental autoimmune encephalomyelitis, cancer, and transplant rejection (*15*–*17*, *31*, *32*). In these models, the IN offers a minimally invasive option for long-term monitoring of a tissue-specific immune response without perturbing the already stressed tissue or organ. In the case of T1D, the IN enables monitoring of specific transcriptomic changes that indicate progression of disease, rather than relying on functional loss indicated by dysglycemia, or autoimmune targeting identified by the presence of diabetogenic T cells. The ability of the IN to capture broad systemic changes offers a comprehensive approach to disease monitoring.

Our transcriptomic analysis of the IN discerns disease progression from background processes. While not genetically identical to NOD mice, NOR mice have a shared background and were used as a control population without diabetic risk capable of accounting for disease agnostic immunological changes over time. The NOD and NOR mice in the study were treated as at-risk and nonrisk groups, respectively, similar to the delineation between autoantibody-positive and autoantibody-negative populations. Isolating the at-risk group allowed identification of changes in NOD mice specific to T1D, which could then be related to immunological changes at the pancreas. For example, time-dependent changes in the NOR group showed connections to aging and cancer-related pathways (Fig. 2F), which isolated transcriptomic changes on the background that were independent of T1D progression. The ability to account for background processes will facilitate translation, as patients may experience other illnesses while being monitored for T1D progression. While the genetic background match used here is not possible for a heterogenous human population, the use of a T1D risk-free group could control for nondisease-specific changes. IN specificity to disease has been established in a model of transplant rejection, showing distinct transcriptomic changes when comparing rejection to respiratory infection (*17*). Similarly to how the time-dependent changes here were filtered out to identify T1D-specific changes, genetic signatures for other diseases can be used to account for non-T1D illnesses that arise throughout the course of monitoring.

Through IN monitoring, T1D progressors can be identified from the at-risk population as early as 6 weeks of age. Within the autoantibody-positive population, a proportion of individuals will never progress to symptomatic T1D (*33*). Our analysis aimed to separate the group of nonprogressors from the earliest time point of progressors to focus our longitudinal analysis on the changes associated with disease progression and identify candidates who need more frequent monitoring. Identifying those individuals that are unlikely to progress would alleviate the burden of frequent monitoring for this group while also indicating the need for additional surveillance and potential intervention in the progressing group. The signature also identifies progressors at a time when no significant differences in glucose tolerance test results are observed for progressing and nonprogressing groups, indicating that signature changes precede a functional loss in glucose responsiveness. Early identification of progressors also improves the feasibility of additional validation studies in male NOD mice. The decreased T1D incidence in male NOD mice, reported at 20% by 20 weeks of age (*19*), made longitudinal studies of progression infeasible in the current study due to the required sample size of progressors compared to nonprogressors. Validating the signature in male NOD mice would enable early identification of the progressing population and reduce the number of mice needing continued monitoring in future studies of male NOD mice. Validation in male mice would also provide a larger population of nonprogressors to identify progressors from an at-risk population yet would need to account for sex differences in the gene expression profiles.

The signature itself, *Dlx3*, *Padi3*, *Sh3gl3*, *Gnasas1*, *Sox11*, *Marco*, *F2rl1*, and *Dlk1*, offers insight into the biological differences between progressors and nonprogressors. *Marco*, for example, encodes a macrophage receptor and is up-regulated in progressors. 

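At 6 weeks of age, *Marco* averaged 7.53 ± 10.6 CPM (SD, n = 10) in progressors and 2.97 ± 1.17 (SD, n = 11) in nonprogressors, with medians of 4.80 and 2.83. Progressor mouse 9 had 37.2 CPM, and the other 9 lay between 0.957 and 7.57. The log2 fold change at this age was 1.35 (standard error 0.44, adjusted p = 0.891, edgeR's quasi-likelihood test). In nonprogressors after 6 weeks of age *Marco* fell to 0.854 ± 0.989 CPM (SD, n = 22).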

Macrophages are part of the early innate immune response responsible for insulitis (*34*), so an increase in their abundance relative to nonprogressors indicates that changes in the innate immune response are an early sign of disease progression. *F2rl1*, also known as *Par2*, encodes a receptor found on several immune cell populations and is a regulator of inflammation and metabolism (*35*). Investigation into its role in T1D has shown that *F2rl1* activation has a protective effect on β cells locally but when elevated in the immune system increases autoimmunity (*36*). When compared across time in single-cell data from NOD islets, *F2rl1* expression is low in cells at the islets for weeks 4 and 8, yet these genes are highly expressed at the IN. The expression of *F2rl1* at sites distant to the pancreas demonstrates the utility of the IN for identifying immune-specific changes independent of islet infiltration and its capability of identifying early indicators of disease. *Dlk1* is essential to glucose metabolism and has also been associated with inherited risk of T1D (*37*, *38*). *Sh3gl3* has been linked to insulin resistance (*39*), while *Gnasas1* is the antisense strand to *GNAS*, which is needed for insulin secretion (*40*). 

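*Sox11* lies on chromosome 12 from 27334264 to 27342574 (GRCm38) and averaged 2.05 ± 1.44 CPM (SD, n = 10) in progressors at 6 weeks of age against 1.21 ± 0.836 (SD, n = 11) in nonprogressors of that age, a log2 fold change of 0.59 (standard error 0.26, adjusted p = 0.891, edgeR's quasi-likelihood test). Progressor mouse 3 had 5.86 CPM and the others 0.823 to 2.56. Within batch 1 the means were 2.84 and 1.83 CPM, and within batch 2 they were 1.25 and 0.849. In nonprogressors after 6 weeks of age, it averaged 0.568 ± 0.413 CPM (SD, n = 22).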

*Sox11* has been indicated as a regulator of β cell regeneration, which could indicate that the increased *Sox11* in progressors is an attempted compensatory response to early disease progression (*41*). Together, the eight-gene signature delineating 6-week-old progressors from nonprogressors demonstrates the IN’s capabilities for identifying disease before functional loss, as well as biomarkers that point to underlying mechanisms of early disease.

IN monitoring distinguishes disease-specific changes over time within the progressors. Disease progression is identifiable 7 weeks before symptom onset, with scoring on the 13-gene signature for the transition from −7 to −5 successfully separating all later time points from 7 weeks preonset. As this signature precedes significant changes shown by IPGTT, the signature offers a predictive indicator for therapy before functional loss. Of the 13 signature genes, 11 are expressed in the pancreatic islets of NOD mice. Of the expressed genes, *Amd1*, *Mgat2*, and *Snca* have been associated with type 2 diabetes in the literature, with *Mgat2* functioning as a regulator of lipid metabolism and *Snca* expression being shown to have an inverse relationship to insulin resistance (*42*–*44*). *Chp1* is also involved in lipid metabolism (*45*), and *Zc3h12a* expression is up-regulated in β cells in models of type 1 and type 2 and has an inhibitory effect on downstream insulin secretion mechanisms (*46*). The finding of metabolic pathways being altered may reflect recent work suggesting that metabolic differences in the microbiomes of autoantibody-positive individuals are associated with the rate of T1D progression (*47*, *48*). A mutation in the *Adamts3* gene is related to higher risk of T1D (*49*), while *Rbfa* is the gene for a ribosome-binding protein, the family of which have been shown to not function properly in diseased states including diabetes (*50*). While not directly related to diabetes or metabolism, *Erdr1* is a regulator of T cell and natural killer cell activation and has been implicated in macrophage polarization (*51*). Notably, *Erdr1* has the highest cell count in our single-cell analysis of the signature genes, indicating that *Erdr1*’s presence in the IN signature may be indicating its immune-activating role at the pancreas. In addition, the ability to delineate between an early disease time point, −7 weeks, and all later time points using a signature trained on only two points may reflect an inflection point within disease progression. In practice, monitoring all patients at the exact same proximity to disease is implausible. Our results show that regardless of the exact timing, unsupervised scoring by SVD shows a significant difference between an initial baseline and any disease progression. The supervised method can then be used to identify whether that change corresponds to an early or late progression in this model corresponding to more than 7 or less than 5 weeks from onset, respectively. This dual approach enables an early versus late progression categorization without the need to wait for measurable glucose dysregulation. The translational potential of the IN will be enhanced by future work with validation studies in male NOD mice. Previous studies have shown that male NOD mice have a delay in disease progression compared to females yet have similar immune pathways driving disease (*52*). Consequently, we anticipate that the transcriptomic signature derived from our analysis of female progressors will still apply to male mice, with the inflection point occurring at a later time. In addition, NOD mice are known to have varying disease incidence as a function of immune-altering environmental factors between NOD colonies (*19*). Longitudinal monitoring provides one avenue to account for variations by normalizing to an earlier time point within an individual, yet future work should validate the cellular infiltrate and gene expression across cohorts and colonies.

In conclusion, transcriptomic analysis of the IN is capable of stratifying at-risk and nonrisk groups, progressors from nonprogressors, and time frame of progression in the NOD model of T1D. These results provide the basis for a monitoring strategy at a subcutaneous site for a disease that is currently dependent on functional loss for clinical diagnosis. By identifying individuals who will progress to symptomatic disease, we would be able to administer preventive therapies at a time to preserve the greatest cellular function. The concept of the IN could be developed to be similar to current biopsy-based clinical diagnostics while retaining the potential benefit of identifying disease at a time when therapeutic interventions could prevent or delay the need for lifelong exogenous insulin therapy that could improve quality of life and long-term outcomes for those individuals with T1D. In addition, the genetic signatures derived for disease progression may have the potential to inform future targets for treatment and elucidate currently unknown mechanisms of disease.

## MATERIALS AND METHODS

### Sex as a biological variable

Our study exclusively studied female mice due to the 80% versus 20% disparity in incidence of T1D by 20 weeks of age for female and male mice, respectively (*19*). We expect our results to be relevant to male and female sexes, as previous studies have shown that male sex is associated with a delay in T1D progression, but not a difference in the underlying immunological drivers (*52*). Following methods that were previously described (*53*), we conducted IN studies and analysis on two cohorts of mice.

### IN fabrication

INs were prepared by pressing a mixture of PCL microspheres and 250 to 425 μm of NaCl in a 5-mm die at 1500 psi for 30 s and heated each side at 60°C for 5 min as previously described (*54*, *55*). A deionized water bath was used to remove the salt from the IN and the resulting porous scaffolds were sterilized with 70% ethanol and sterile phosphate-buffered saline rinses. INs were dried on sterile gauze and then stored at −80°C until use.

### Glucose monitoring

Nonfasted blood glucose measurements were taken on Monday, Wednesday, and Friday via tail-vein prick. Measurements were taken with an Accu-Chek Aviva Plus blood glucose monitor and strips (Roche, catalog no. 6908373001). Measurements were taken until diabetes incidence defined as two consecutive readings above 250 mg/dl or the conclusion of the study at 30 weeks of age.

### IN implantation

Four-week-old NOD (strain #001976) and NOR (strain #002050) mice were purchased from the Jackson Laboratory. Blood glucose measurements were taken before surgery, and carprofen analgesic (5 mg/kg) was given before implantation. Four INs were implanted per mouse into the subcutaneous space by creating an incision in the skin of the back, tenting the skin, and using blunt forceps to place the INs in four quadrants of the back. Surgery was performed under 2% inhaled isoflurane anesthesia. Additional analgesic was administered 24 hours after surgery.

### IN explantation

IN explantation followed the same anesthesia and analgesic administration as implantation and began at 6 weeks for all mice. INs were explanted via an incision in the skin, and the removed INs were replaced with a new IN implant into the same space. The IN that was removed and replaced was conducted in a clockwise rotation of the four quadrants of the original implants, with all INs having a minimum 2-week engraftment period. The removal and replacement surgeries were conducted weekly until the time of diabetes onset in progressors or 30 weeks of age in NOR and nonprogressors. During the study, one NOR mouse and two NOD mice did not recover well from surgery and were euthanized. These NOD mice were excluded from all subsequent analysis. INs were flash frozen in isopentane immediately after explantation and stored on dry ice until all samples were transported to a −80°C freezer for long-term storage. The same procedures were used across two cohorts of mice, with samples pooled for analysis to account for disease-independent variation between cohorts.

### Intraperitoneal glucose tolerance test

Eight-week-old NOD mice underwent an IPGTT. Mice were fasted for 4 hours and then given an intraperitoneal injection of 20% sterile glucose solution. Blood glucose levels were measured at 15, 30, 45, 60, and 120 min postinjection. At the conclusion of the study, mice were separated into progressor (*n* = 4) and nonprogressor (*n* = 4) groups and analyzed for significant differences by two-way analysis of variance (ANOVA). This method has been replicated in other cohorts, with our finding of no significant differences in IPGTT at 8 weeks consistent with other reports (*24*, *56*).

### RNA sequencing

Scaffolds were lysed in 800 μl of TRIzol reagent (Thermo Fisher Scientific, catalog no. 15596026) and homogenized at 15,000 rpm. The homogenized scaffold solution was centrifuged to pellet any remaining scaffold debris, and the supernatant was taken for RNA isolation. RNA isolation was performed using the Zymo Direct-zol RNA miniprep kit (Thermo Fisher Scientific, catalog no. NC1047980) and the Zymo DNase 1 set with DNA digestion buffer (Thermo Fisher Scientific, catalog no. NC0847937). Concentration of the isolated RNA was measured using a NanoDrop, and RNA was stored at −80°C until being submitted for sequencing. Sequencing was performed by the Advanced Genomics Core at the University of Michigan. Ribo depletion was used for a total RNA library preparation. Sequencing was run on the Illumina NovaSeq 6000 for our first batch and the Illumina NovaSeq X for the second batch.

### Computational analysis

Full code for computational analysis of RNA sequencing data can be found at https://github.com/shea-lab/INforT1Dprogression. Briefly, count data from two batches of sequencing were read into R and categorized according to disease state and time. The combined datasets were batch corrected, and genes with low expression and/or variance across samples were filtered out. Filtered data were then passed through an elastic net regression to identify the genes most contributing to intercondition variance (the gene signature). For train and test validation, the elastic net regression was performed on 60% of the data for each group and the resulting signature performance on the remaining 40%. GSVA was performed using the GSVA package in R (*23*). SVD and RF were used to test the robustness of the signatures to other analysis, and the combination of SVD and RF performance was used to determine the signature score per mouse. Single-cell data were annotated using Seurat and then converted to Scanpy in Python for additional analysis. The Scanpy object was transformed back to a Seurat object to identify cells expressing the signature genes in R.

### Statistics

A total of 120 samples was sequenced for analysis, with 4593 genes meeting our filter thresholds of mean counts greater than 0.2 and mean variance greater than 0.01. Elastic net regression was used to identify the genes accounting for the variation between groups. For train and test partitioning, 60% of samples were used to train the model, and the remaining 40% were used to test signature performance. For analyses with multiple train and test iterations, the gene signature was comprised of the genes that were present in the trained models for greater than 80% of the iterations. PCA plots are shown with 95% confidence interval ellipses around each group. For the scoring analysis (Fig. 6, B and C), significance was determined by two-way ANOVA. Significance marked by **** corresponds to *P* < 0.0001, and *n* = 10 for all time points excluding −7 weeks, for which *n* = 8.

### Study approval

All animal work was conducted under approved protocols (PRO00009714 and PRO00011484) and regulations of the Institutional Animal Care and Use Committee of the University of Michigan.

# Supplementary material for: Longitudinal monitoring of type 1 diabetes progression to disease onset
**Source:** Sci Adv. 2026 Jan 28;12(5):eadw8946. doi: 10.1126/sciadv.adw8946
**Supplement:** Supplementary file 1 — Legends for data S1 to S3

Supplementary Materials for  
**Longitudinal monitoring of type 1 diabetes progression to disease onset**

Jessica L. King *et al.*

*Sci. Adv.* **12**, eadw8946 (2026)  
DOI: 10.1126/sciadv.adw8946

**The PDF file includes:**

Legends for data S1 to S3

**Other Supplementary Material for this manuscript includes the following:**

Data S1 to S3

**Data S1. (separate file)**

Zip file containing count data for the first batch of RNA sequencing. This file contains the sample data loaded in the Original Cohort section of the analysis code. Raw sequencing files and metadata from these studies were deposited to the GEO database and are available under accession number GSE299709.

**Data S2. (separate file)**

Zip file containing count data for the second batch of RNA sequencing. This file contains the sample data loaded in the Validation Cohort section of the analysis code. Raw sequencing files and metadata from these studies were deposited to the GEO database and are available under accession number GSE299709.

**Data S3. (separate file)**

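The table lists blood glucose readings (mg/dl) of 30 mice by day after implantation, 9 NOR controls, 11 NOD nonprogressors and 10 NOD progressors. The mouse means averaged 112 ± 4.98 (SD, n = 9) in NOR controls and 117 ± 12.1 (SD, n = 11) in nonprogressors (two-sided exact Mann-Whitney test, p = 0.37), and the Mann-Whitney test on the daily means gave p = 0.264. On each of 79 days the column beside the NOR mean equals the SD across mice. All 10 progressors had 2 consecutive readings above 250 mg/dl, first at 16 to 20.7 weeks of age. One nonprogressor also had 2 such readings, of 313 and 361 mg/dl on days 129 and 131. It had 4 readings above 250 mg/dl in all, its later readings averaged 189 mg/dl with a maximum of 338, and the last was 135. The mice of this table are not linked to the mouse numbers of the sequenced samples.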

Glucose tracking data for all mice included in the studies ( $n = 30$ ).

How the deposited data were processed for this re-analysis (not part of the article)

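Bulk RNA sequencing of scaffold biopsies was analysed in 120 samples, 97 from NOD and 23 from NOR mice. The authors deposited expected counts, which are estimates per gene, as whole numbers without normalization, in a table for each sequencing batch; the batches were sequenced on different NovaSeq instruments from total RNA depleted of ribosomal RNA. The paper's text does not name the aligner, the counter or the genome build behind these counts. The tables list 55492 and 55491 genes or reporter sequences, of which 55487 genes are shared and 41759 have a count in some sample. Of the shared genes, 55141 (99.4%) were matched by Ensembl identifier to GENCODE M21, from which the GRCm38 coordinates were taken. Counts per sample ran from 4722396 to 56185434 in batch 1 (median 30186412) and from 29029239 to 43880986 in batch 2 (median 36440356). No replicate pair of 416 differed by as little as sampling noise (lowest chi-square per degree of freedom 13.44), and each of the 120 samples had counts of *Xist* (879 to 2398 CPM), as female mice do. The ribosomal RNA and 7SL genes were chosen after their values were seen.

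Groups were compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with DESeq2 1.42.0 as an alternative. The models held the batch as a term where groups span both batches. Where the same mouse gave several samples, a fit with the mouse as a block was the paired alternative; the pairing comes from the mouse numbers in the sample labels. Deviations of samples of the same mouse from their group means were no more alike than those of other samples (mean r 0.00646, 0.00492 and −0.00311 in NOR, nonprogressors and progressors over 2000 genes). Genes were named from those of the study's signatures that its text or figures show legibly and from the 3 with the smallest p in each direction among those past the threshold of each comparison, a rule set beforehand. Not every gene under the rule is named in the text, and a gene of the signatures is not reported here.

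For the signatures, counts were corrected with ComBat-seq (sva 3.50.0) and transformed with DESeq2, and genes with a mean count over 0.2 and a variance divided by mean over 0.01 were used. The paper's text does not name its batch correction or transformation. Elastic nets were fitted with glmnet 4.1.10 on 60% of each group, with 5 inner folds, and tested on the rest. The penalty strength was that with the smallest error over the inner folds, and no other rule was tried. Random forests had 2000 trees (randomForest 4.7.1.2). The 39 genes that the paper left out for age were not removed, because only 28 of their names are legible. Marker lists (B cell, T cell, adipocyte, endothelial, epidermis, erythroid, fibroblast, hair follicle, macrophage, mammary epithelium, neutrophil and skeletal muscle) were tested with limma 3.58.1 (voom and fry). Permutation tests and figures used Python 3.11.15 with scipy 1.17.1 and matplotlib 3.10.9.

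The edgeR test, fry and the elastic net between a pair of groups were tested on simulated data, and the other procedures were not. With 200 genes changed by 1 on the log2 scale, edgeR recovered 71% of the changed genes for NOD against NOR (23144 genes tested) and 63.5% for −7 against −5 weeks (21026 genes tested). The simulated genes varied independently and had no batch effect, so recovery in the real samples may be lower. A shifted list of 8 genes among 19082 gave p = 4.94e-19 with fry and an unchanged one 0.0976. The filter on low counts, the scaling, the batch term, the block and single samples were varied. The gene set variation analysis, the single-cell data and the glucose tolerance test were not analysed here.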

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

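The tests in this part were chosen after the results were seen, apart from the comparison of the size of the shift of the 13 genes between the sets of mice, which was set before.

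The SVD score changed differently in the mice whose samples fell into both sequencing batches (mice 1 to 4) and in those with all samples in batch 2 (mice 6, 7, 9 and 10). From −7 to −5 weeks the rise was larger by 0.239 in the latter, and from 6 weeks of age to −7 weeks their change differed by −0.202, at 0.183 ± 0.0520 (SD, n = 4) against 0.385 ± 0.0972 (SD, n = 4). Each difference had an exact permutation p of 0.0286, the smallest that 4 mice against 4 allow. With the condition as a covariate in the correction, the first of these had p = 0.0857 and the second 0.0286. Sequencing batch is a candidate explanation, since the −7 samples of mice 1 to 4 were sequenced apart from their other samples. Without batch correction, the score change from 6 weeks of age to −7 weeks was 0.464 in mice 1 to 4 and 0.181 in the others (exact p = 0.0286). The root mean square shift of the 13 genes over the same interval, the measure chosen beforehand, was 0.803 ± 0.101 (SD, n = 4) and 0.614 ± 0.194 (SD, n = 4) with an exact permutation p of 0.2, and on this measure batch and progression cannot be told apart. After batch correction the order was the opposite, 0.419 ± 0.0453 against 0.656 ± 0.175 (exact p = 0.0286).

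Across 12436 expressed genes, the shift of each mouse from 6 weeks of age to −7 weeks was correlated with the difference between the batches in nonprogressor samples. The nonprogressor mice of each batch were different animals, so the batch difference also holds differences between mice. The mean r was 0.562 in mice 1 to 4 (0.370 to 0.739) and −0.198 in mice 6, 7, 9 and 10 (exact permutation p = 0.0286), and at −5 weeks it was −0.100 and −0.149 (p = 0.8); these are correlations across genes, which are not independent replicates. The 12 signature genes tested did not part the sets in this way, because their shift followed the batch difference with r = 0.730 in mice 1 to 4 and r = 0.675 in the others, with the same sign for 10 of 12 genes in both. For the difference between the sets, the permutation p across these genes was 0.105. Their median absolute difference between batches, 0.95 on the log2 scale, lay at percentile 100 of 10000 random lists of similar expression. For the SVD score, batch as the whole cause is argued against by the rise of 0.254 ± 0.0747 from −7 to −5 weeks in the 4 mice with all samples in batch 2, which was seen in 4 of 4 mice (exact p = 0.125, the smallest for 4). The RF score in the same mice rose by 0.0484 ± 0.209 with 2 of 4 mice higher (exact p = 0.75), by 0.147 ± 0.189 with the covariate and by 0.209 ± 0.144 without batch correction, where 4 of 4 mice were higher (exact p = 0.125). In the same comparison edgeR's quasi-likelihood test within mice 6 to 10 called 0 of 21583 genes (761 with an unadjusted p under 0.05). The study chose the 13 genes on these samples, so this rise may in part come from that choice. Differences between the mice themselves, such as age at −7 weeks, stay open and were not tested.

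Among 161 groups of 4 to 10 samples, 18 held a sample far from the others, where chance gives about 8.1, or 1 in 20. The share of counts on the ribosomal RNA gene gave 9 of these in 23 groups. In the 18-week sample of NOR mouse 5 this share was 85.7%, with 15360 genes detected (24633 to 25743 in the others) and 0.587% of counts on 7SL genes (7.73 to 9.20). NOR mouse 3 at 14 weeks had 9.58% and progressor mouse 4 at 6 weeks had 11.4%, against at most 2.14% and 2.02% in the other samples of their groups. Smaller departures were 2.05% in progressor mouse 2 at −1 week and 1.64% in progressor mouse 1 at −5 weeks, both in batch 1. In batch 2 they were 0.846% in progressor mouse 9 at −7 weeks, 0.0473% in progressor mouse 7 and 0.0228% in nonprogressor mouse 9 at 6 weeks, and 0.0252% in progressor mouse 9 at −3 weeks. Uneven depletion of ribosomal RNA is a candidate source of these shares; only the effect of the 18-week sample of NOR mouse 5 was tested. Without it the NOR time course gave 2601 genes in place of 1617, so that sample did not produce the genes, and NOD against NOR gave 2096 in place of 2101 (1000 higher and 1096 lower in NOD, against 906 and 1195). No biological explanation was tested.

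Other measures of single libraries also stood apart. The total count of progressor mouse 2 at onset was 50788052, with 23058091 to 30891908 in the other batch 1 samples of that time. The share on 7SL genes was 0.202% in progressor mouse 9 at onset, with 5.30 to 7.01% in the other batch 2 samples of that time. Mitochondrial genes held 2.31% of counts in nonprogressor mouse 1 at 18 weeks (1.25 to 1.40% in the others) and 4.01% in progressor mouse 4 at −3 weeks (1.26 to 1.96%). At 6 weeks of age, progressor mouse 9 had 37.2 CPM of *Marco* (0.957 to 7.57 in the others) and 2.58 CPM of *Sh3gl3* (0.624 to 1.59), and progressor mouse 3 had 5.86 CPM of *Sox11* (0.823 to 2.56). No biological or technical explanation was tested for these samples.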

How the results depend on the processing

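The alternatives were set before the data were examined, apart from those said here to be added after seeing the data. Of 148 alternative fits of 28 summary results, 98 stayed on the same side of the threshold and within the spread, or within 1.5 times for a count. The single genes and marker lists gave 709 further fits of 84 results, of which 639 were the same, 47 weaker and 21 stronger, and 2 reversed. The reversed ones were *Zfp760* and *Rbfa* between −7 and −5 weeks, at 0.0082 and −0.041 on the log2 scale within batch 2 against −0.073 and 0.11; both lie within their error. Unless said otherwise, the cause of a change was not tested.

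NOD against NOR gave 2101 genes, 403 with the 6-week samples alone, where fewer samples entered, and 1398 with the mouse number as a block; the numbers of different strains share no animal. Leaving out each NOR mouse gave 1433 to 1732 genes. The NOR time course gave 1617 genes, 3509 with DESeq2, 704 with a linear trend and 481 to 1488 without each mouse, and 2601 without the 18-week sample of NOR mouse 5, an alternative added after seeing the data. The 6-week progressors against all nonprogressors gave 1256 genes, 450 with no filter, 670 without the batch term, 739 with 1 summed library per nonprogressor mouse and 5244 without the 6-week nonprogressors. With DESeq2 the split was 936 higher and 863 lower, against 821 and 435.

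Between −7 and −5 weeks 0 genes passed (2417 with an unadjusted p under 0.05), 14 with DESeq2, 2 within batch 2 and 1167 with the mouse as a block and no batch term. For −7 weeks against later times, 828 genes became 2157 without the batch term, 1352 within batch 2 and 0 with the mouse block and the batch term (3014 with an unadjusted p under 0.05). For −5 weeks against later times, 82 became 267 with DESeq2 (71 higher and 196 lower, against 11 and 71), 45 with no filter, 14 without the batch term and 12 with the mouse block. For 6 weeks of age against −7 weeks, 2670 became 883 with the mouse block and the batch term and 4077 within batch 2. The block changed no other count by over 1.5 times.

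The filter kept 9130 genes, 30485 with the threshold on the variance, 18221 with the condition as a covariate in ComBat-seq, 15894 without batch correction and 30757 with log2 CPM; 4745 passed with a mean transformed value over 7 as well, added after seeing the data. The NOR signature held 17 genes, 82 with a mixing parameter of 0.5 and 0 to 33 without each mouse. At 6 weeks the area under the curve of 0.5 became 0.6 and 0.4 when trained on batch 1 and batch 2, with 30 and 38 genes in the model, where 1 partition replaces 5. Against all nonprogressors 0.747 became 0.46 with their 6-week samples alone, and the signature of −7 weeks against later times held 1 gene in place of 0 without normalization to week 6. On the first principal component, the area was 1 in place of 0.991 for the genes of Fig. 3B, and for those of Fig. 4C it was 0.987 in place of 0.985, both without correction and with the covariate. For the genes of Fig. 5C the area of 0.65 became 1 without correction and 0.738 with the covariate; the covariate was added after seeing the data for these and for the scores.

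The RF rise from −7 to −5 weeks of 0.0559 was 0.0955 with each mouse predicted by a forest trained without it (6 of 8 mice higher, exact permutation p = 0.102) and 0.157 with the covariate (6 of 8, p = 0.0703), and became 0.507 without correction and 0.661 with the forest applied to its own training samples, the latter added after seeing the data. The SVD rise of 0.134 became 0.177 with the covariate. Of the 7 marker lists past the threshold with fry, 0 were so with camera and an estimated correlation. Depth limited the genes near the floor: *Csn2*, *Csn1s1*, *Foxi1*, *Rims1* and *BC006965* were not tested at 6 weeks, nor *Lor* over the progressor times.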

Differences from the paper's values

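The filter left 9130 genes against the paper's 4593, and none of the alternatives set before the data were examined closed the gap (15894 to 30757). With a mean transformed value over 7 required as well, 4745 genes passed; this setting was chosen after seeing the values.

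The NOD and NOR signature held 216 genes against the paper's 120 in the text and 101 in the legend of Fig. 2, and the alternatives gave 210 to 246, none of which closed the gap. The NOR time signature held 17 genes against the paper's 39, and 82 with a mixing parameter of 0.5. The paper's signatures of 13 genes at 6 weeks, 8 genes against all nonprogressors and 13 genes for −7 against −5 weeks compare with 0 genes in over 80% of partitions for each. Of the paper's 13 genes for −7 against −5 weeks, 7 were among the 9130 filtered genes, and the others could not be selected. No alternative set before the data were examined reached them; training on batch 1 or batch 2 alone gave 30 and 38 genes at 6 weeks, from 1 partition each.

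At 6 weeks the area under the curve was 0.5 against the paper's about 0.81 in Fig. 3D, read by eye. Trained on batch 1 and tested on batch 2 it was 0.6, from 1 partition, and in the opposite direction it was 0.4. No alternative (0.4 to 0.6) reached the paper's value. The rule that set the penalty strength of the elastic nets was the same in every alternative, here and for the signatures above. The paper's text does not name its own rule, so a different one could account for part of these gaps. For −7 weeks against later times, where 0.761 lay within the spread of the paper's about 0.87 in Fig. 6D, the value without normalization to week 6 was 0.871.

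The RF score at 6 weeks of age was 0.531 against the paper's about 0.05 in Fig. 6, read by eye, and 0.772 without batch correction. This score is the same in every mouse by construction, since the values are normalized to that sample. At −7 weeks the mean RF score was 0.527 against the paper's about 0.19 in Fig. 6. Without batch correction it was 0.294, within the spread, and with the forest applied to its own training samples, chosen after seeing the values, it was 0.191. With each mouse predicted by a forest trained without it (0.501) and with the covariate (0.451) the gap stayed. The mean SVD score at −7 weeks was 0.284 against the paper's about 0.49 in Fig. 6, 0.323 without batch correction, within the spread, and 0.214 with the covariate.

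The paper reports a rise of the RF score from −7 to −5 weeks and no significant difference between −5 weeks and later times. The rise was 0.0559 (exact permutation p = 0.398), and from −5 to −1 weeks the score rose by 0.126 (p = 0.00391). Without batch correction (0.507) and with the forest applied to its own training samples (0.661, chosen after seeing the values) the first rise had exact p = 0.00781. From −5 to −1 weeks the change was −0.0109 without batch correction (exact permutation p = 0.814, with −0.00430 to −3 weeks and −0.00180 to onset), 0.071 with each mouse predicted by a forest trained without it (p = 0.0312), 0.112 with the covariate (p = 0.0156) and −0.142 with the forest applied to its own training samples (p = 0.00195). Fig. 3B is described as free of overlap between the groups, where the area was 0.991 after batch correction and 1 without it or with the covariate, the latter chosen after seeing the values. Fig. 5C shows −7 and −5 weeks apart, where the area was 0.65 after correction, 1 without it and 0.738 with the covariate. The shares of variance on the axes of Fig. 3B, Fig. 4C and Fig. 5C (about 39% and 21%, about 57% and 14%, about 56% and 13%) were 39.0% and 21%, 57.4% and 14.0%, 56.4% and 13.2% without batch correction. After ComBat-seq correction they were 36.0% and 23.9%, 59.5% and 15.3%, 44.2% and 16.1%. The printed shares thus lay nearer to the uncorrected values, although the paper states that its data were batch corrected. No correction tool other than ComBat-seq was tried, so the values behind these figures stay open. One mouse that the paper counts as a nonprogressor had 2 consecutive readings above 250 mg/dl, which would make 11 of 21 NOD mice (52.4%) in place of 10 (47.6%).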

Other observations

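The tests in this part were chosen after the results were seen, apart from those of hair follicle tissue, genomic segments, the regroupings of the progressor times, the nonprogressor ages and the elastic nets, and the choice of 13 genes on regrouped samples.

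Regrouped samples were fitted in the same way as the real groups, which are included in each count. As many genes as in the real grouping were found in 1 of 100 for NOD against NOR, 1 of 100 for the NOR ages, 1 of 60 for 6-week progressors against all nonprogressors, 1 of 60 for the nonprogressor ages, 1 of 50 for −7 weeks against later times and 1 of 50 for 6 weeks of age against −7 weeks. By genes with an unadjusted p under 0.05, it was 33 of 100 for progressors against nonprogressors at 6 weeks and 2 of 50 for −7 against −5 weeks; the other of these 2 gave 3027 genes. For −5 weeks against later times it was 5 of 50, so chance is not set aside for those 82 genes. The area under the curve was as large in 1 of 40 for NOD against NOR, 53 of 100 at 6 weeks, 1 of 100 against all nonprogressors, 48 of 100 for −7 against −5 weeks and 1 of 60 for −7 weeks against later times. Where −7 weeks was regrouped within mice, the link of time with batch in mice 1 to 4 was not kept. Those counts therefore do not set batch aside. For 6-week progressors against all nonprogressors, samples were regrouped within batch across ages, so those counts do not set age aside.

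The separation by the signatures was set against genes picked by their standardized difference, in the same way for the real and for other groupings. With 13 genes picked anew, the area on the first principal component was 1 for the real groups, the highest possible, and it was 1 in 91 of 100 groupings at 6 weeks and 85 of 100 for −7 against −5 weeks, the real ones included; the real groups cannot exceed the others on this measure. With 8 genes picked for 6-week progressors against all nonprogressors, the area was 0.938, and 71 of 100 groupings reached it. With 120 genes picked for NOD against NOR, the area was 1 in the real grouping alone among 40, with at most 0.993 in the others. With 13 genes picked for −7 weeks against later times, it was 0.969, and 5 of 60 groupings reached it, the real one included. The loss of separation after batch correction (an area of 0.65 for −7 against −5 weeks) may come from batch, but the genes were chosen on these samples and −7 weeks was sequenced only in batch 2, so batch and time cannot be told apart here; within mice 6, 7, 9 and 10 the area was 1 in each of the 3 settings.

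Age is a candidate explanation for part of the difference between 6-week progressors and all nonprogressors. Within nonprogressors, 5 of the 8 signature genes were higher at 6 weeks than later past the threshold. Of 1235 genes called between the groups and tested by age, 899 were called by age, all 899 in the same direction, and 98.1% of the 1235 moved the same way. The comparisons share nonprogressor samples; over all genes 75.0% moved the same way (r = 0.729 across genes), against at most 50.3% in 5 simulations without any difference. *Dlx3* and *Padi3* differed by age within nonprogressors by 0.17 on the log2 scale on average and between the groups by 1.505, a gap of 2.19 standard errors, which goes against age as the whole cause. In NOR mice, however, *Dlx3* was higher at 6 weeks than later by 1.305 (standard error 0.66, unadjusted p = 0.058) and *Padi3* was not tested. At 6 weeks of age alone, where age is equal, both genes were also higher in progressors. Neither passed the threshold over all genes there, and the study chose both genes on the NOD samples. How much of their difference from all nonprogressors is due to age therefore stays open. For *F2rl1* the adjusted p by age was 0.112 (edgeR's quasi-likelihood test) within nonprogressors, and in NOR mice it differed by −0.026 (standard error 0.41). Neither value shows an effect of age on *F2rl1*, and with these errors neither excludes one. At 6 weeks of age alone, 220 of 1203 of the called genes had an unadjusted p under 0.05. In NOR mice, 0 of 19628 genes passed between 6 weeks (4 samples) and later (19 samples), and 6 of the 7 signature genes tested were higher at 6 weeks, with *Sox11* at 1.99 (unadjusted p = 0.00136) and *Dlk1* at 2.26 (unadjusted p = 0.000681) on the log2 scale. Progression itself stays open, since all 8 genes were also higher in progressors at 6 weeks.

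The biopsies are subcutaneous, and tissue around the scaffold is a candidate source of some signature genes. At 6 weeks, *Csn2* and *Csn1s1* followed a list of mammary epithelium genes within each batch, with Pearson r from 0.744 to 0.946. Over both batches r was 0.598 for *Csn2* and 0.765 for *Csn1s1*, and 0.223 and 0.452 without the 2 farthest samples, so the pooled relation of *Csn2* rests on those samples. The log2 difference of the mammary list between progressors and nonprogressors at this age was 0.799 in batch 2 (exact permutation p = 0.00126, not adjusted for the other lists and batches compared), 0.445 in batch 1 (exact p = 0.889) and 0.622 over both (permutation p = 0.159). For *Csn2* r was 0.946 in batch 1 (Spearman rho 0.639, exact permutation p = 0.111, adjusted 0.133, r = 0.648 without the 2 farthest samples) and 0.744 in batch 2 (rho 0.621, permutation p = 0.00904, adjusted 0.0181, r = 0.702). For *Csn1s1* r was 0.944 in batch 1 (rho 0.639, exact permutation p = 0.0278, adjusted 0.0413, r = 0.650) and 0.878 in batch 2 (rho 0.850, permutation p = 7e-04, adjusted 0.00158, r = 0.645). Over the progressor samples, *Lor* followed a list of epidermis genes with r = 0.687 in batch 1 (rho 0.519, permutation p = 0.00044, adjusted 0.00113, r = 0.394 without the 2 farthest) and 0.784 in batch 2 (rho 0.615, permutation p = 2e-05, adjusted 9e-05, r = 0.800). *Lipm* did so with r = 0.743 in batch 1 (rho 0.553, permutation p = 3e-04, adjusted 0.00108, r = 0.423) and 0.718 in batch 2 (rho 0.639, permutation p = 1e-05, the smallest possible, adjusted 6e-05, r = 0.588). The 58 progressor samples include repeated biopsies of 10 mice, so these p-values take samples as independent that are not. In all, 18 relations were computed, and the adjusted values are over these. Each permutation p printed beside an r and a rho, here and for hair follicle tissue below, is that of r. For the mammary list, the permutation p of rho was 0.0833 for both genes in batch 1. In batch 2 it was 0.0359 for *Csn2* and 0.00095 for *Csn1s1*.

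Hair follicle tissue was weighed for *Dlx3* and *Padi3*. The log2 difference of the hair follicle list between progressors and nonprogressors at 6 weeks was 0.058 in batch 2 (exact permutation p = 0.438), where the list lay near the floor, and 1.17 in batch 1 (exact p = 0.325). *Padi3* followed the list in batch 1 (r = 0.616, rho 0.817, exact permutation p = 0.0298, adjusted 0.0413, r = 0.661 without the 2 farthest samples) and not in batch 2 (r = 0.0236, rho 0.196, permutation p = 0.937, adjusted 0.937, r = 0.283). *Dlx3* had r = 0.508 in batch 1 (rho 0.6, exact permutation p = 0.163, adjusted 0.183, r = 0.582) and −0.0332 in batch 2 (rho 0.189, permutation p = 0.919, adjusted 0.937, r = 0.444). Follicle tissue and progression cannot be told apart for these genes, because the list is too low in batch 2 to decide. The most abundant gene of the list, *Tchh*, had a median of 1.63 CPM over all samples and a highest value of 2582.

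Marker lists of 12 cell types or tissues, written before the data were read and without the signature genes, were tested with fry. Past an adjusted p of 0.05 were macrophage genes lower in NOD than NOR (0.0448, 2 of 9 genes higher), fibroblast genes higher in 6-week progressors than in all nonprogressors (0.0105, 7 of 7) and, at 6 weeks within nonprogressors, fibroblast (0.000116, 7 of 7) and endothelial genes (0.0472, 6 of 6) higher and mammary epithelium genes lower (0.00305, 0 of 3). Erythroid genes were lower after −7 weeks (0.00968, 0 of 5 higher) and T cell genes were higher at −7 weeks than at 6 weeks of age (0.0302, 8 of 8). With camera and an estimated correlation, none of these passed (0.383 to 0.954). The smallest adjusted p of the other lists were 0.178 for B cell, 0.296 for adipocyte, 0.251 for epidermis, 0.400 for hair follicle, 0.0863 for neutrophil and 0.570 for skeletal muscle genes. The tissue expresses many of these genes throughout, with medians over 1 CPM for 9 of 9 macrophage, 7 of 7 fibroblast and 6 of 6 endothelial genes.

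Called genes between NOD and NOR may in part mark genomic segments that differ between the strains. Neighbouring pairs of called genes numbered 545, 2.93 times the mean of 186.2 in 10000 shuffles (p = 1e-04, the smallest they can give). An excess without a strain difference was also seen, of 1.92 times for the NOR ages, 1.73 times for 6-week progressors against all nonprogressors and 1.27 times for the nonprogressor ages (p = 1e-04 each), so neighbouring genes vary together for other reasons too. Windows of 5000000 bases with the highest shares of called genes were chromosome 4 from 145000001 to 150000000 (62.5%), chromosome 2 from 150000001 to 155000000 (58.6%) and chromosome 7 from 105000001 to 110000000 (52.4%), in GRCm38, against 8.95% over all placed genes; these windows were chosen after their values were seen.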
